# Homeodomain proteins hierarchically specify neuronal diversity and synaptic connectivity

**DOI:** 10.7554/eLife.90133

**Published:** 2024-01-05

**Authors:** Chundi Xu, Tyler B Ramos, Edward M Rogers, Michael B Reiser, Chris Q Doe

**Keywords:** homeodomain, lamina, neuronal diversity, synaptic connectivity, feed-forward loop, DIP-β, *D. melanogaster*

## Abstract

How our brain generates diverse neuron types that assemble into precise neural circuits remains unclear. Using *Drosophila* lamina neuron types (L1-L5), we show that the primary homeodomain transcription factor (HDTF) brain-specific homeobox (Bsh) is initiated in progenitors and maintained in L4/L5 neurons to adulthood. Bsh activates secondary HDTFs Ap (L4) and Pdm3 (L5) and specifies L4/L5 neuronal fates while repressing the HDTF Zfh1 to prevent ectopic L1/L3 fates (control: L1-L5; Bsh-knockdown: L1-L3), thereby generating lamina neuronal diversity for normal visual sensitivity. Subsequently, in L4 neurons, Bsh and Ap function in a feed-forward loop to activate the synapse recognition molecule DIP-β, thereby bridging neuronal fate decision to synaptic connectivity. Expression of a Bsh:Dam, specifically in L4, reveals Bsh binding to the *DIP-β* locus and additional candidate L4 functional identity genes. We propose that HDTFs function hierarchically to coordinate neuronal molecular identity, circuit formation, and function. Hierarchical HDTFs may represent a conserved mechanism for linking neuronal diversity to circuit assembly and function.

## Introduction

Our ability to perceive and respond to the world requires a diverse array of neuron types characterized initially by transcription factor (TF) combinatorial codes, followed by neuron-type-specific functional attributes such as cell surface molecules, neurotransmitters, and ion channels. It has been well documented how initial neuronal diversity is generated: in both *Drosophila* and mouse, spatial and temporal factors act combinatorially to generate molecularly distinct newborn neurons (Bayraktar and Doe, 2013; Doe, 2017; Erclik et al., 2017; Holguera and Desplan, 2018; Sen et al., 2019). Yet, most spatial and temporal factors are only transiently present in newborn neurons; therefore, another mechanism is required to bridge initial fate to mature features such as connectivity, neurotransmitters, and ion channels. It remains poorly understood how the initial fate decision of newborn neurons leads to the functional identity of mature neurons. Work from the Hobert lab in *Caenorhabditis elegans* found that each adult neuron type expresses a unique combination of homeodomain TFs (HDTFs), which have been called terminal selectors (Hobert, 2021; Reilly et al., 2020). Terminal selector HDTFs not only drive the expression of neuron functional identity genes but also activate pan-neuronal genes (Hobert, 2021; Howell et al., 2015; Kratsios et al., 2015; Stefanakis et al., 2015). Loss of terminal selector HDTFs frequently results in altered neuronal identity and function (Arlotta and Hobert, 2015; Cros and Hobert, 2022; Reilly et al., 2022). Although a great deal is known about HDTFs in the specification of neuron-type-specific morphology and synaptic connectivity in *C. elegans* (Chen et al., 2012; Cubelos et al., 2010; De Marco Garcia and Jessell, 2008; Friedrich et al., 2016; Hasegawa et al., 2013; Özel et al., 2022; Sakkou et al., 2007; Santiago and Bashaw, 2014; Thor and Thomas, 1997), it remains unknown the extent to which this model is generalizable to other organisms. Here we use the *Drosophila* lamina, the first ganglion in the optic lobe, to test the hypothesis that HDTFs couple the initial fate decision to later circuit formation and functional aspects of the neuron.

The *Drosophila* lamina has only five intrinsic neuron types (L1-L5), which are analogous to bipolar cells in the vertebrate (Sanes and Zipursky, 2010). During late larval and early pupal stages, lamina progenitor cells (LPCs) give rise to L1-L5 neurons (Fernandes et al., 2017; Huang et al., 1998). The core motion detection neurons L1-L3 receive direct synaptic inputs from photoreceptors and mediate visual motion detection, whereas L4 and L5 receive synaptic inputs from L2 and L1, respectively, and their function is currently unclear (Meinertzhagen and O’Neil, 1991; Rivera-Alba et al., 2011; Silies et al., 2013; Tuthill et al., 2013). The cell bodies of each lamina neuron type are localized in a layer-specific manner (Tan et al., 2015). L2/L3 cell bodies are intermingled in the most distal layer, while L1, L4, and L5 form distinct layers progressively more proximal (Figure 1). Each lamina neuron type expresses unique TF markers. L1, L2, and L3 neurons express Svp, Bab2, and Erm, respectively (Tan et al., 2015). L4 and L5 neurons express the HDTFs Bsh/Ap and Bsh/Pdm3, respectively (Hasegawa et al., 2013; Tan et al., 2015). Work from Hasegawa et al. has shown that in *bsh* mutants, L4 adopts L3-like morphology, L5 becomes glia, and Ap mRNA level is reduced (Hasegawa et al., 2013). This suggests that the HDTF Bsh is important for L4/L5 neuron-type specification.

**Figure 1.**
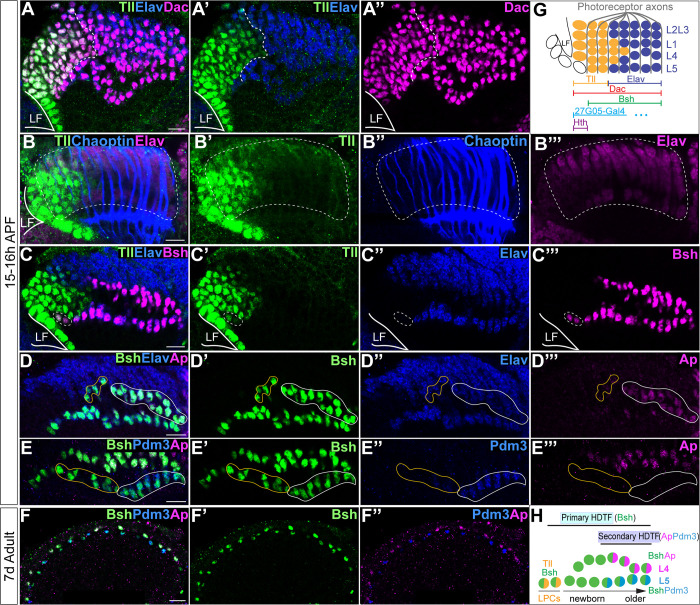
Sequential initiation of homeodomain transcription factors (HDTFs) during lamina neurogenesis. (**A–A’’”**) Tll is identified as a lamina progenitor cell (LPC) marker, expressed complementary to Elav; Dac labels both Tll+ LPCs and Elav+ neurons. LF: lamina furrow. Here and below, scale bar: 10 µm, n≥5 brains. (**B–B’’’**) Tll+ cells are localized both within the lamina columns and before the columns. Lamina columns (white dash circle) are outlined by the photoreceptor axons, which are labeled by Chaoptin. n≥5 brains. LF: lamina furrow. (**C–C’’’**) Bsh is expressed in Tll+ Elav LPCs (white dash circle) as well as in Elav+ L4 and L5 neurons. (**D–D’’’**) Ap is expressed in L4 neurons. Newborn L4 neurons are Bsh+ Elav+ Ap- (yellow line circle), while older L4 neurons are Bsh+ Elav+ Ap+ (white line circle). (**E–E’’’**) Pdm3 is expressed in L5 neurons. Newborn L5 neurons are Bsh+ Pdm3- (yellow line circle), while older L5 neurons are Bsh+ Pdm3+ (white line circle). (**F–F’’”**) Bsh, Ap, and Pdm3 expressions are maintained in adults. (**G**) Schematic of lamina neuron development in early pupa. (**H**) Summary.

Here, we show that HDTFs function hierarchically in coupling neuronal fate specification to circuit assembly. First, a primary (earlier-initiated) HDTF Bsh activates two secondary (later-initiated) HDTFs Ap (L4) and Pdm3 (L5) and specifies L4 and L5 neuronal fates. Next, we show that the primary HDTF Bsh generates lamina neuronal diversity (control: L1-L5; Bsh-knockdown [KD]: L1-L3) required for normal visual sensitivity. Third, in L4 neurons, Bsh and Ap function in a feed-forward loop to activate the synapse recognition molecule (DIP-β), thereby bridging neuronal fate decision to synaptic connectivity. Fourth, Bsh in L4 neurons directly binds at the DIP-β locus and other L4 functional identity genes. Our work may provide a conserved mechanism of HDTFs hierarchically linking neuronal diversity to circuit assembly.

## Results

### Sequential expression of HDTFs during lamina neurogenesis

L4 and L5 neurons are generated by a subset of LPCs during late larval and early pupal stages (Fernandes et al., 2017; Huang et al., 1998), but it is unknown exactly when Bsh, Ap, and Pdm3 are initially expressed. To address this question, we identified the Tailless (Tll) TF as a novel marker for LPCs (Figure 1A–C). Indeed, Tll and the neuronal marker Elav have precise complementary high-level expression, validating Tll as an LPC marker (Figure 1A–C, summarized in Figure 1G). Importantly, we found that Bsh was first detected in a subset of Tll+ LPCs (Figure 1C). In contrast, Ap and Pdm3 were first detected much later in L4 and L5 neurons, respectively (Figure 1D–E). Ap and Pdm3 were never detected in LPCs or newborn L4 or L5 neurons (Figure 1D–E), showing that Bsh is expressed prior to Ap and Pdm3. Expression of Bsh, Ap, and Pdm3 was maintained in L4/L5 neurons into the adult (Figure 1F), consistent with a potential role as terminal selectors in maintaining neuron identity (Deneris and Hobert, 2014; Serrano-Saiz et al., 2018). We conclude that Bsh expression is initiated in LPCs, while Ap and Pdm3 are initiated in neurons. Due to its earlier expression, we refer to Bsh as a primary HDTF, and due to their later expression, we refer to Ap and Pdm3 as secondary HDTFs (Figure 1H).

### Bsh activates Ap/Pdm3 expression and specifies L4/L5 neuronal fates

Bsh is expressed prior to Ap and Pdm3, raising the possibility that Bsh activates Ap and Pdm3 expression. We used R27G05-Gal4 to express Bsh-RNAi in LPCs. To confirm whether R27G05-Gal4 is turned on in LPCs, we used R27G05-Gal4>UAS-myristoylated-GFP, and indeed, GFP can be detected in all LPCs and lamina neurons until ~66 hr after pupa formation (APF) (Figure 2—figure supplement 1A, D, E). To test whether R27G05-Gal4 can be turned on in lamina neurons, we took advantage of tubP-Gal80[ts] to temporally control R27G05-Gal4>UAS-myristoylated-GFP. We found that GFP can be detected in most lamina neurons when tubP-Gal80[ts] was inactivated from the beginning of lamina neurogenesis. In contrast, GFP is absent in most lamina neurons when tubP-Gal80[ts] was inactivated from the end of lamina neurogenesis, suggesting that R27G05-Gal4 is functionally an LPC-Gal4 transgene (Figure 2—figure supplement 1B, C). As expected, Bsh-KD (R27G05-Gal4>UAS-Bsh-RNAi) eliminates Bsh expression in LPCs and newborn neurons (Figure 2A–F). Bsh remains undetectable in the lamina neurons in the adult, despite the lack of RNAi expression, which indicates that Bsh expression is unable to reinitiate in neurons if lost in LPCs (Figure 2—figure supplement 2A’–B’). Importantly, Bsh-KD resulted in a nearly complete loss of Ap and Pdm3 expression (Figure 2G–J); these neurons are not dying, as the number of Elav+ lamina neurons is unchanged (Figure 2K). Note that ectopic Ap expression in L5 is caused by the R27G05-Gal4 line, probably due to its genome insertion site, but this does not affect our conclusion that Bsh is required for Ap and Pdm3 expression. Consistent with the Bsh-KD phenotype, we found similar results using a Bsh Crispr/Cas9 knockout (KO) (Figure 2—figure supplement 2E–I). Taken together, we conclude that the primary HDTF Bsh is required to drive the expression of the secondary HDTFs Ap and Pdm3 and specify L4/L5 neuronal fates (Figure 2L).

**Figure 2.**
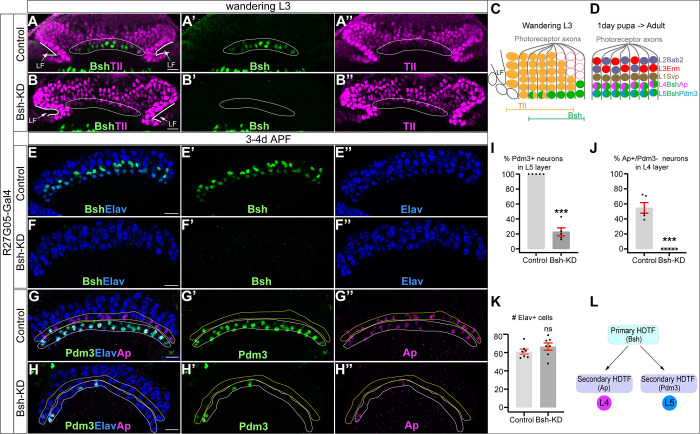
Bsh activates Ap/Pdm3 expression and specifies L4/L5 neuronal fate. (**A–B’’**) Bsh-knockdown (KD) in lamina progenitor cells (LPCs) (R27G05-Gal4>UAS-Bsh-RNAi) eliminates Bsh in LPCs and neurons in wandering L3 (white circle). Tll labels all LPCs. LF: lamina furrow. L3: third larval instar. Here and below, scale bar: 10 µm, n≥5 brains. (**C**) Schematic of lamina neuron development at third larval instar. (**D**) Schematic of lamina neuron development from 1-day pupae to adult. (**E–F’’**) Bsh remains undetectable in the lamina of 3- to 4-day pupa in Bsh-KD (R27G05-Gal4>UAS-Bsh-RNAi). (**G–K**) Bsh-KD in LPCs removes most L4 (Bsh/Ap) (**J**) and L5 (Bsh/Pdm3) (**I**) neuron markers. The Ap expression in L5 is caused by the Gal4 driver line but is irrelevant here. (**K**) The number of Elav+ cells in a single slice. n=5 brains in (**I**) and (**J**), n=7 brains in (**K**). L4 layer, yellow outline. L5 layer, white outline. (**L**) Summary. Data are presented as mean ± SEM. Each dot represents a brain. ***p<0.001, ns = not significant, unpaired t-test.

**Figure 2—figure supplement 1.**
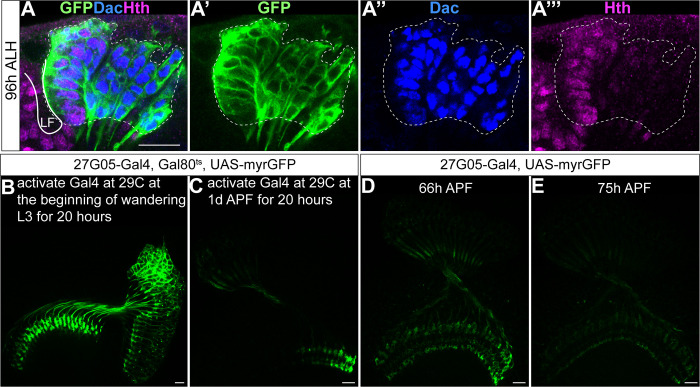
R27G05-GAL4 is turned on in all lamina progenitor cells (LPCs) and turned off in lamina neurons. (**A–A’’’**) R27G05-Gal4 drives GFP expression in all LPCs and lamina neurons (white dash circle) which are labeled by Dac at 96 hr after larval hatching (ALH). Hth labels LPCs next to lamina furrow (Piñeiro et al., 2014). Here and below, scale bar, 10 µm. (**B, C**) R27G05-Gal4 is turned off in lamina neurons. Activating R27G05-Gal4 at 29C at the beginning of wandering L3 for 20 hr (by inactivating Gal80ts) reveals continued expression of GFP; in contrast, activating R27G05-Gal4 at 29C at 1 day after pupa formation (APF) for 20 hr reveals little GFP, showing that R27G05 is not expressed in pupal stages containing postmitotic lamina neurons. Genotype: R27G05-Gal4>UAS-myrGFP, tubP-Gal80[ts]. (**D, E**) Although R27G05-Gal4 is turned off by 1 day APF, GFP persists in lamina neuron cell bodies until 66 hr APF and in their neurites until 75 hr APF. Genotype: R27G05-Gal4>UAS-myrGFP.

**Figure 2—figure supplement 2.**
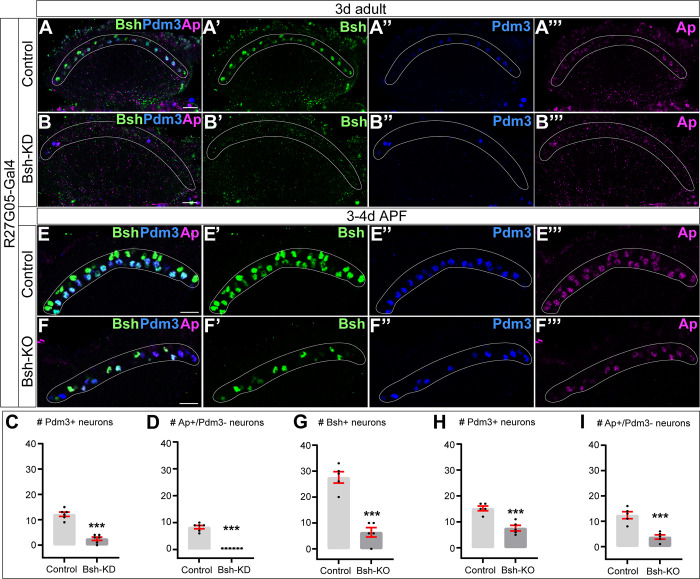
Bsh-knockdown (KD) or Bsh-knockout (KO) in lamina progenitor cells (LPCs) affects L4/L5 neuronal fate. (**A–D**) Bsh-KD in LPCs removes most L4 (Bsh/Ap) and L5 (Bsh/Pdm3) neuron markers of 3-day adult flies. The Ap expression in L5 is caused by the Gal4 driver line but is irrelevant here. (**C and D**) The number of Pdm3+ (**C**) or Ap+/Pdm3- (**D**) cell bodies in a single slice in control (**A**) and Bsh-KD (**B**). Here and below, scale bar, 10 µm, white circle outlines the region of L4 and L5 cell bodies. (**E–I**) Bsh-KO in LPCs (27G05-Gal4>UAS-Cas9, UAS-Bsh-sgRNAs) decreases Ap and Pdm3 expression in the lamina of 3- to 4-day-old pupa. (**G–I**) The number of Bsh+ (**G**), Pdm3+ (**H**), or Ap+/Pdm3- (**I**) cell bodies in a single slice in control (**E**) and Bsh-KO (**F**). Data are presented as mean ± SEM. Each dot represents each brain. n=6 brains in (**C**) and (**D**), n=5 brains in (**G**), (**H**), and (**I**). Each dot represents each brain. ***p<0.001, unpaired t-test.

**Figure 2—figure supplement 3.**
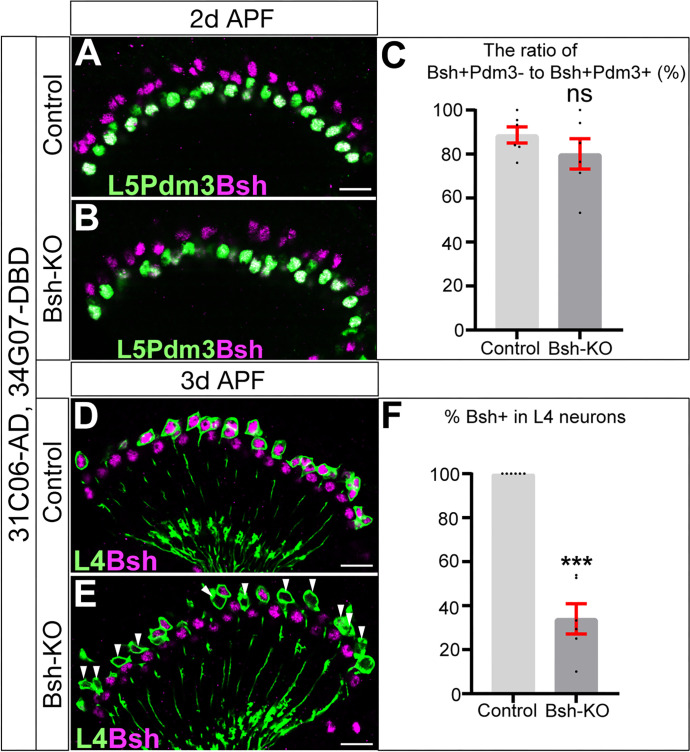
Bsh-knockdown (KD) in L4 neurons results in loss of detectable Bsh between 2 and 3 days after pupa formation (APF). (**A–C**) Bsh expression is detected at 2 day APF following Bsh-knockout (KO) in L4 neurons. Genotype: 31C06-AD, 34G07-DBD>UAS-Cas9, UAS-Bsh-sgRNAs. (**D–F**) Bsh expression is absent at 3 days APF following Bsh-KD in L4 neurons. Genotype: 31C06-AD, 34G07-DBD>UAS-Cas9, UAS-Bsh-sgRNAs. GFP labels L4 neurons. White arrowhead indicates L4 cell body lacking Bsh expression. Data are presented as mean ± SEM. ns = not significant, ***p<0.001, unpaired t-test, n=6 brains; each dot represents one brain. Scale bar, 10 µm.

**Figure 2—figure supplement 4.**
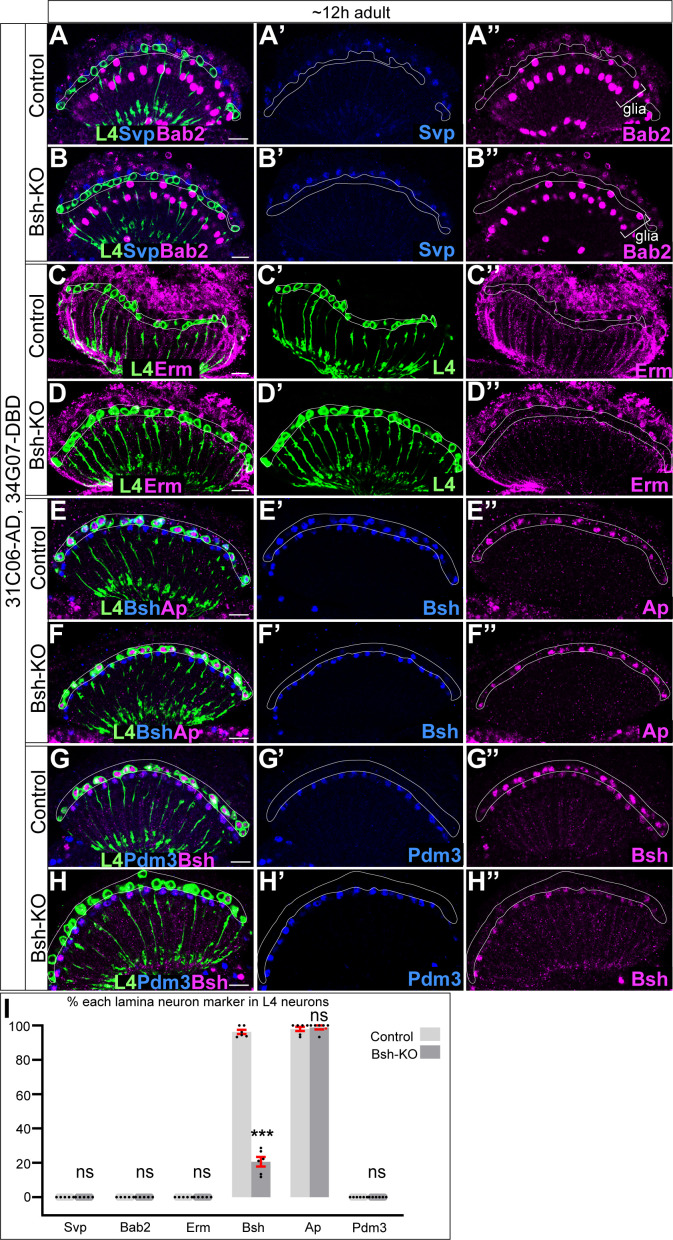
Bsh is not required in L4 neurons to maintain L4 neuronal fate. (**A–B’’**) L1 marker Svp and L2 marker Bab2 are not detected in L4 cell bodies when knocking out Bsh in L4 (31C06-AD, 34G07-DBD>UAS-Cas9, UAS-Bsh-sgRNAs). Here and below, L4 is labeled by GFP (31C06-AD, 34G07-DBD>UAS-myrGFP). White outline, L4 cell body. Scale bar, 10 µm. (**C–D’’**) L3 marker Erm is not detected in L4 cell bodies when knocking out Bsh in L4. (**E–F’’**) Bsh becomes absent in most L4 while Ap expression remains normal when knocking out Bsh in L4. (**G–H’’**) L5 marker Pdm3 is not detected in L4 cell bodies when knocking out Bsh in L4. (**I**) The percentage of each lamina neuron marker in L4 neurons (GFP+). ***p<0.001, ns = not significant, unpaired t-test, n=5 or 6 brains, each dot represents each brain, data are presented as mean ± SEM.

To determine if Bsh is continuously required for Ap expression in L4, we first performed Bsh-KD specifically in L4 neurons using L4-split Gal4 (31C06-AD, 34G07-DBD)>UAS-Bsh-RNAi. Interestingly, this fails to knock down Bsh, suggesting L4-split Gal4 depends on Bsh expression. Next, we tried a Bsh Crispr/Cas9 KO (Bsh-KO: 31C06-AD, 34G07-DBD>UAS-Cas9, UAS-Bsh-sgRNAs) to remove Bsh expression beginning in L4 neurons, and it indeed led to a significant decrease in Bsh+ neurons between 2 and 3 days APF (Figure 2—figure supplement 3). Despite the loss of Bsh expression in most L4 neurons, we observed no loss of Ap expression and no derepression of other lamina neuron markers (Figure 2—figure supplement 4). These results show (a) that all known lamina neuron markers are independent of Bsh regulation in neurons and (b) that Ap may undergo positive autoregulation after its initiation, rendering it independent of Bsh. Autoregulation is a common feature of HDTFs (Leyva-Díaz and Hobert, 2019). We conclude that Bsh is not required to maintain Ap expression or repress other lamina neuron markers in L4 neurons.

### Bsh suppresses L1/L3 neuronal fates

We next asked whether L4/L5 neurons are transformed into another neuronal type following Bsh-KD (R27G05-Gal4>UAS-Bsh-RNAi). Above, we showed that the number of Elav+ lamina neurons remains unchanged in Bsh-KD, indicating that L4/L5 have assumed a different cell fate (Figure 2K). To test for ectopic generation of another lamina neuron type, we assayed the expression of Svp (L1), Bab2 (L2), and Erm (L3). We found that Bsh-KD led to ectopic expression of the L1 and L3 markers Svp and Erm in the positions normally occupied by L4/L5 cell bodies (Figure 3A–E). Notably, we never saw cell bodies co-expressing Erm and Svp, excluding the possibility of an ectopic hybrid neuronal fate in Bsh-KD. In contrast, the L2 marker Bab2 was unaffected by Bsh-KD (Figure 3F–H). Together, our data suggest that the absence of Bsh may generate ectopic L1 and L3 neuron types at the expense of L4 and L5.

**Figure 3.**
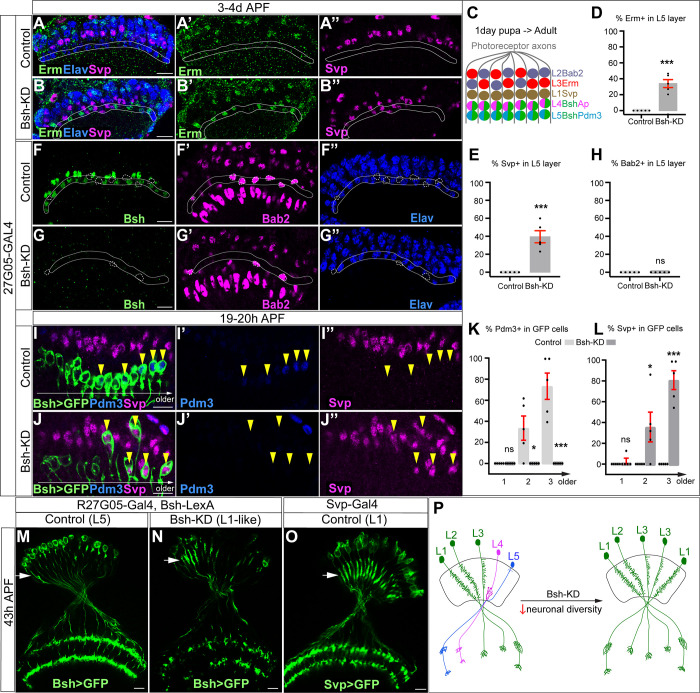
Bsh suppresses L1/L3 neuronal fate. (**A–E**) Bsh-knockdown (KD) in lamina progenitor cells (LPCs) results in the ectopic expression of the L1 marker Svp and L3 marker Erm in L4/L5 cell body layers (circled). (**C**) Schematic of lamina neuron development from 1-day pupae to adult. (**D and E**) Quantification of Erm and Svp expression. Here and below, scale bar, 10 µm. (**F–H**) Bsh-KD in LPCs does not produce ectopic Bab2-positive neurons or glia in the L5 layer (circled). n≥5 brains. Genotype: R27G05-Gal4>UAS-Bsh-RNAi. (**H**) Quantification of Bab2 expression. (**I–L**) Bsh-KD in LPCs results in ectopic Svp+ L1 neurons at the expense of Pdm3+ L5 neurons. Bsh GFP+ neurons marked with yellow arrowheads show L1 marker Svp expression in Bsh-KD while L5 marker Pdm3 expression is in control. Genotype: Bsh-LexA>LexAop-GFP. (**K and L**) Quantification of Pdm3 and Svp expression. (**M–O**) Bsh-KD transforms L5 neuron morphology to L1-like neuronal morphology. (**M**) Control L5 neurons have very few dendrites in the lamina neuropil. Genotype: R27G05-Gal4, Bsh-LexA>LexAop-GFP. (**N**) Bsh-KD transforms L5 neuron morphology to L1-like neuronal morphology. Genotype: R27G05-Gal4>UAS-Bsh-RNAi; Bsh-LexA>LexAop-GFP. (**O**) Control L1 neurons show bushy dendrites throughout the lamina. Genotype: svp-Gal4, R27G05-FLP>UAS-FRT-stop-FRT-myrGFP. (**P**) Summary. Data are presented as mean ± SEM. Each dot represents each brain. n=5 brains in (**D**), (**E**), (**H**), (**K**), and (**L**). *p<0.05, **p<0.01, ***p<0.001, ns = not significant, unpaired t-test.

**Figure 3—figure supplement 1.**
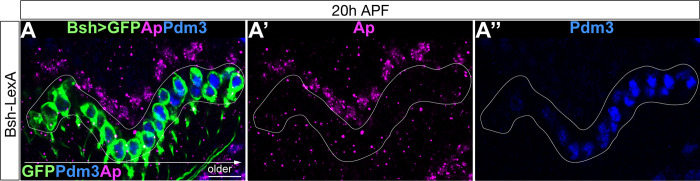
Loss of Bsh in lamina progenitor cells (LPCs) transforms L5 neurons into L1 neurons. (**A–A’’**) Bsh-LexA drives LexAop-myrGFP expression in L5 neurons but not L4 at 20 hr after pupa formation (APF). Older GFP cell bodies express L5 marker Pdm3. Ap labels L4 neurons. The white circle outlines GFP+ cells. Scale bar, 10 µm.

**Figure 3—figure supplement 2.**
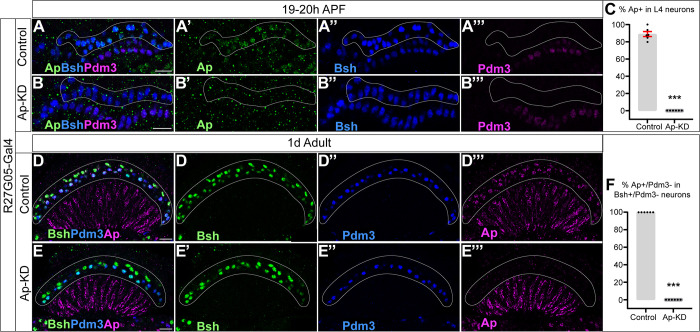
Ap-knockdown (KD) eliminates Ap initiation and maintenance in L4 neurons. (**A–C**) Ap initiation in L4 neurons is eliminated at 19–20 hr after pupa formation (APF) when knocking down Ap (27G05-GAL4>UAS-Ap-RNAi). The top Bsh+ labels L4 and the bottom Bsh+ labels L5. Ap and Pdm3 are expressed in older L4 and older L5 neurons, respectively. The Ap expression in L5 neurons is caused by the Gal4 driver line but is irrelevant here. Scale bar, 10 µm. (**C**) The percentage of Ap expression in L4 neurons (top Bsh+ row) in control (**A**) and Ap-KD (**B**). (**D–F**) Ap expression remains undetectable in adults though Bsh expression remains normal. Bsh is unlikely able to reinitiate Ap expression if normal Ap initiation is lost. Scale bar, 10 µm. (**F**) The percentage of Ap expression (Ap+/Pdm3-) in L4 neurons (Bsh+/Pdm3-) in control (**D**) and Ap-KD (**E**). Data are presented as mean ± SEM. Each dot represents each brain. n=6 brains in (C) and (F). ***p<0.001, unpaired t-test.

**Figure 3—figure supplement 3.**
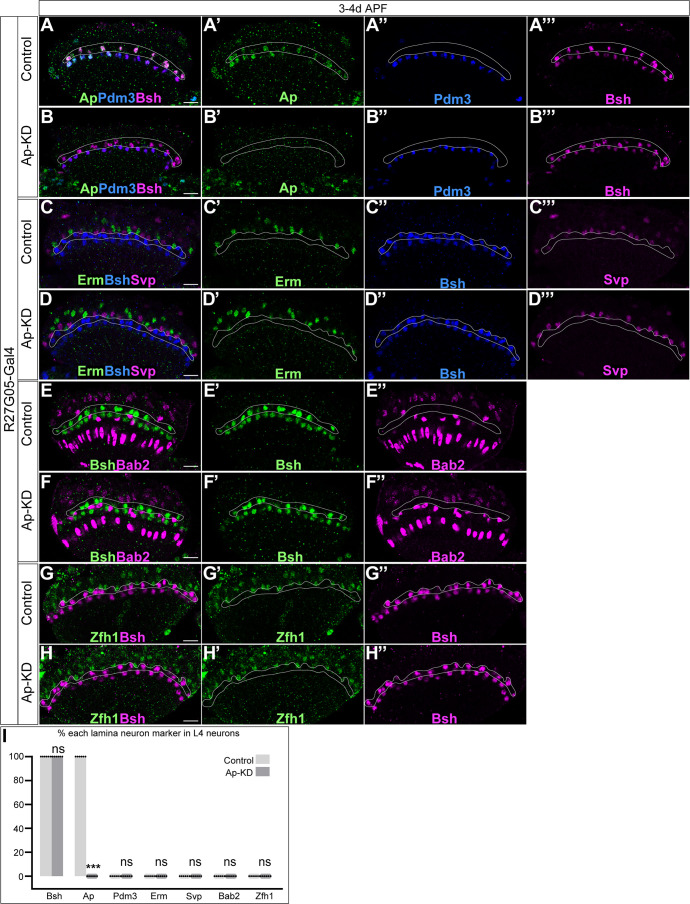
Ap is not required to suppress other lamina neuron markers in L4 neurons. (**A–H’’**) L1 (Svp, Zfh1), L2 (Bab2), L3 (Erm, Zfh1), and L5 (Pdm3) markers are not expressed in L4 neurons (top Bsh+ row) at 3–4 days after pupa formation (APF) when knocking down Ap (27G05-GAL4>UAS-Ap-RNAi). Scale bar, 10 µm. (**I**) The percentage of each lamina neuron marker in L4 neurons (top row of Bsh+). ***p<0.001, ns = not significant, unpaired t-test, n=6 brains, each dot represents each brain, data are presented as mean ± SEM.

To confirm L1 and L3 neurons are ectopically generated at the expense of L4 and L5 in Bsh-KD, we used Bsh-LexA>LexAop-GFP to trace L5 neurons (Figure 3—figure supplement 1A–A”). Indeed, control GFP+ neurons turn on L5 marker Pdm3 soon after their birth (Figure 3I–I”). In contrast, Bsh-KD generated GFP+ neurons that turn on L1 marker Svp instead of L5 marker Pdm3 (Figure 3I–L). Interestingly, some of the GFP+Svp+ neurons had cell bodies displaced from the L5 layer into the L1 layer (Figure 3J), which suggests that L1 neurons may actively seek out their appropriate settling layer. Furthermore, we also observed a transformation of L5 to L1 in neuronal morphology. In control, GFP+ neurons, which trace L5 neurons, have very few dendrites in the lamina neuropil (Figure 3M). In contrast, Bsh-KD resulted in GFP+ neurons elaborating L1-like dendrite arbors – bushy dendrites throughout the lamina (Figure 3N and O; summarized in Figure 3P). Because Bsh-KD generates L1 neuron type at the expense of L5, the ectopic L3 neurons must be generated at the expense of L4, which is confirmed by our accompanying work (Xu et al., 2023). This is also consistent with a previous report showing the transformation of L4 to L3 morphology in *bsh* mutant clones, although, unlike our results, they observed an L5 >glial fate change using L5-Gal4 to trace L5 in *bsh* clones (Hasegawa et al., 2013). The difference in results (where we see L5>L1 and they see L5>glia) is likely due to the unfaithful expression of L5-Gal4 in *bsh* mutants where L5 neuron type is missing. Together, we conclude that the absence of Bsh generates ectopic L1 and L3 neuron types at the expense of L5 and L4, respectively.

Bsh-KD in LPCs results in a loss of Ap expression and ectopic L1/L3 marker expression. To exclude the possibility that Bsh represses L1/L3 fates through Ap, we knocked down Ap expression from their time of birth using an LPC-Gal4 line (R27G05-Gal4>Ap-RNAi). As expected, Ap-KD eliminates Ap expression in L4 neurons (Figure 3—figure supplement 2). Furthermore, Ap remained undetectable in lamina neurons in the adult, which indicates that Ap expression is unlikely able to reinitiate if normal initiation is lost (Figure 3—figure supplement 2). Importantly, loss of Ap did not affect Bsh expression in L4 and did not lead to ectopic expression of other lamina neuron markers (Figure 3—figure supplement 3), suggesting that Bsh but not Ap is required to repress L1/L3 neuronal fates. Taken together, we conclude that the primary HDTF Bsh, but not the secondary HDTF Ap, promotes L4/L5 neuronal fates and suppresses L1/L3 fates, thereby generating lamina neuronal diversity (Figure 3P).

### Bsh represses Zfh1 to suppress L1/L3 neuronal fates

How does the primary HDTF Bsh repress L1 and L3 neuronal fates? We hypothesize that Bsh might repress an unidentified HDTF, which is shared by L1 and L3 and required to generate L1 and L3 neuron types. To find this HDTF, we screened published RNA-seq data (Tan et al., 2015) and found that the HDTF Zfh1 was present in all LPCs before becoming restricted to L1 and L3 neurons (Figure 4A–D). To determine if Zfh1 is required for L1 and L3 neuronal fates, we used RNAi to perform Zfh1-KD in LPCs (R27G05-Gal4>Zfh1-RNAi). As expected, Zfh1-KD significantly decreased Zfh1 nuclear levels in all LPCs and neurons (Figure 4D–E’’; Figure 4—figure supplement 1A–D) and resulted in a loss of Svp+ L1 and Erm+ L3 neurons (Figure 4D–F), consistent with a role in specifying L1 and L3 neuronal identity. In contrast, Zhf1-KD did not increase the total number of Ap/Pdm3+ neurons (Figure 4—figure supplement 1E–G), showing that Zfh1 does not repress L4/L5 neuronal identity. We observed that Zfh1-KD resulted in fewer lamina neurons overall, including a reduction of Bsh+ L4 and L5 neurons (Figure 4—figure supplement 1E’–K); this suggests a potential role for Zfh1 in LPCs in regulating lamina neurogenesis. Importantly, Bsh-KD (R27G05-Gal4>Bsh-RNAi) resulted in ectopic expression of Zfh1 in the L4/L5 cell body layers and in GFP+ neurons (normally L5) (Figure 4G–I, Figure 4—figure supplement 1L–N). We propose that Bsh and Zfh1 are both primary HDTFs (specifying L4/L5 and L1/L3, respectively) and that Bsh represses Zfh1 to suppress L1/L3 neuronal fates (Figure 4J).

**Figure 4.**
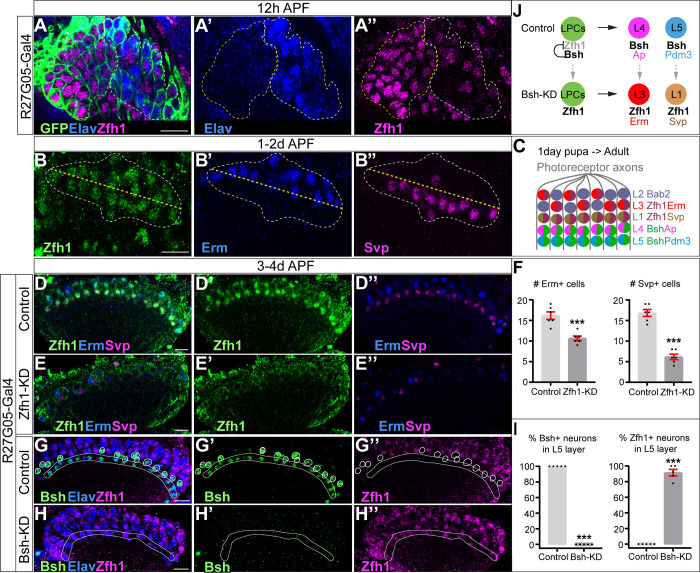
Bsh represses Zfh1 to suppress L1/L3 neuronal fate. (**A–A’’**) Zfh1 is expressed in all lamina progenitor cells (LPCs) and some lamina neurons at 12 hr after pupa formation (APF). GFP labels all lamina cells. Elav labels lamina neurons. The yellow dash circle outlines LPCs and the white dash circle outlines lamina neurons. Genotype: R27G05-Gal4>UAS-myrGFP. Here and below, scale bar, 10 µm. n≥5 brains. (**B–B’’**) Zfh1 is expressed in Svp+ L1 and Erm+ L3 neurons at 1–2 days APF; Svp and Erm are never co-expressed. The white dashed circle outlines L1 and L3 neurons and the yellow line indicates the rough boundary between L1 and L3 cell bodies. (**C**) Schematic of lamina neuron development from 1-day pupae to adult. (**D–F**) Zfh1-knockdown (KD) in LPCs results in a loss of Svp+ L1 and Erm+ L3 neurons. Quantification: the number of Erm+ or Svp+ cell bodies in a single optical slice. Genotype: R27G05-Gal4>UAS-zfh1-RNAi. (**G–I**) Bsh-KD in LPCs results in ectopic Zfh1 in L4/L5 layers. White circles label Bsh+ cell bodies in L4 layer in control. L5 layer, white outline. Quantification: the percentage of Bsh+ or Zfh1+ neurons in L5 layer. Genotype: R27G05-Gal4>UAS-bsh-RNAi. (**J**) Summary. Data are presented as mean ± SEM. Each dot represents each brain. n=6 brains in (**F**) and n=5 brains in (**I**). ***p<0.001, unpaired t-test.

**Figure 4—figure supplement 1.**
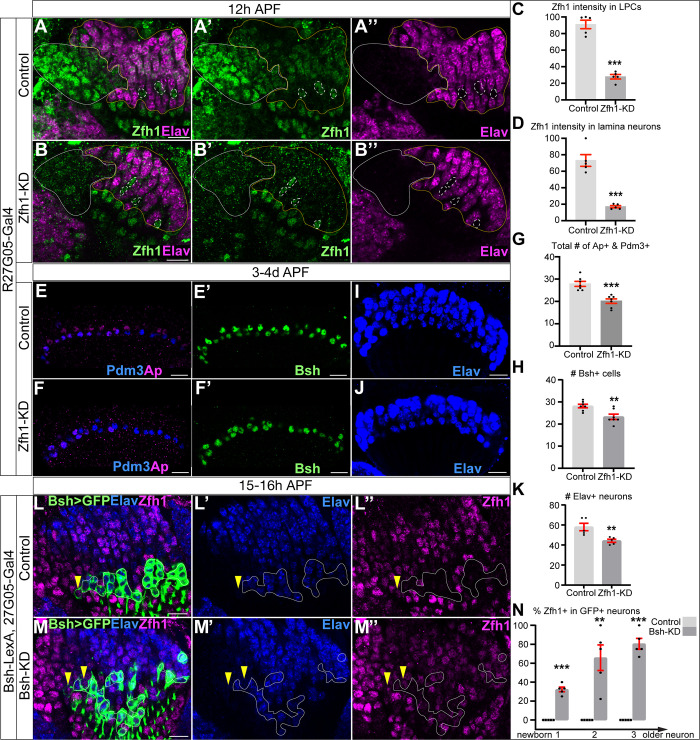
Zfh1 expression and epistasis with Bsh. (**A–D**) Zfh1-knockdown (KD) in lamina progenitor cells (LPCs) significantly reduces Zfh1 expression in all LPCs and lamina neurons at 12 hr after pupa formation (APF). The white line circle outlines LPCs. The yellow line circle outlines lamina neurons. White dash circle outlines Zfh1+ glia. Scale bar here and below, 10 µm. Genotype: R27G05-Gal4>UAS-Zfh1-RNAi. Quantification: Zfh1 signal of three cell bodies from each brain and normalized Zfh1 signal by setting the highest Zfh1 signal as 100. (**E–H**) The total number of Ap+ and Pdm3+ cell bodies is decreased when knocking down Zfh1 in LPCs. The number of Bsh+ L4 and L5 neurons is decreased when knocking down Zfh1 in LPCs. Scale bar, 10 µm. (**G**) The total number of Ap+ and Pdm3+ cell bodies in a single slice. (**H**) The number of Bsh+ L4 and L5 neurons in a single slice. Genotype: R27G05-Gal4>UAS-Zfh1-RNAi. (**I–K**) The number of lamina neurons is decreased when knocking down Zfh1 in LPCs. Scale bar, 10 µm. (**K**) The number of Elav+ cells in a single slice. Genotype: R27G05-Gal4>UAS-Zfh1-RNAi. (**L–N**) Zfh1 is ectopically expressed in GFP+ neurons. GFP (Bsh-LexA>LexAop-myrGFP) labels LPCs and L5 neurons in control. The white line circle outlines GFP+ neurons. GFP+ LPCs are Tll+ (yellow arrowhead). Scale bar, 10 µm. (**N**) The percentage of Zfh1+ cells in GFP+ neurons (Elav+) in control (**L**) and Bsh-KD (**M**). We divided GFP+ neurons into three domains with equal width from newborn to older neurons. Data are presented as mean ± SEM. Each dot represents a brain. n=5 brains per genotype. **p<0.01, ***p<0.001, unpaired t-test.

### Bsh:DamID reveals Bsh direct binding to L4 identity genes and pan-neuronal genes

In *C. elegans,* terminal selectors show non-redundant control of neuronal identity genes and redundant control of pan-neuronal genes. To see if the same mechanism is used by the HDTF Bsh, we profiled Bsh direct targets with precise spatial and temporal control: only in L4 neurons at the time of synapse formation (46–76 hr APF). To do this, we used Targeted DamID (Aughey et al., 2021), which can be used to identify Bsh DNA-binding sites across the genome (Figure 5A). 

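The Bsh:Dam data analysed here come from L4 neurons of a single condition, in 3 biological replicates. For each group the paper collected about 70 laminae from 35 pupae, after 24 hr at 29°C to give the window of 46–76 hr APF. As the paper states, each sample was sequenced to between 27000000 and 33000000 single-end reads of 118 base pairs. The files hold peaks and not reads, so the depth behind any peak is unknown here. For each replicate, the authors computed the log2 ratio of Bsh:Dam to Dam with the damidseq pipeline and called peaks with find_peaks at an FDR below 0.01 and a min_quant of 0.9. They then listed the genes within 1 kb of a peak with peaks2genes. A peak score is the value that the authors' peak caller gave. It ranks peaks within a list, and it is already relative to Dam. Dam libraries on their own were not analysed here, and the paper's text does not name which Dam library each replicate was set against.

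The peak lists of replicates 1, 2 and 3 hold 2834, 2838 and 2891 peaks, a mean of 2854 ± 31.8 (SD, n = 3). Their median scores are 2.98, 3.08 and 2.77, and their median lengths are 1587, 1645 and 1508 bp. Together the peaks cover 5108993, 5216521 and 4986217 bp. The paper puts a threshold of 2.5 on the score of a gene, and 2145, 2251 and 1877 peaks lie above it. An FDR below 0.001 in place of the authors' limit left the fewest peaks, a mean of 1944 per replicate. The gene lists hold 3129, 3093 and 3206 symbols, of which 2425, 2527 and 2139 have a score above 2.5.

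From these lists, a gene was counted as having a peak when its highest score was above 2.5 in all 3 replicates, since the paper's text does not say how the replicates were combined. Gene symbols were compared as the lists write them. Peak positions are given as in the authors' peak lists, which name no genome build. When gene spans of the RefSeq annotation of Release 6 plus ISO1 MT were laid over the peaks, 99.9% of the matched gene-list lines of each replicate had a peak of the listed score within 1 kb of the gene. With the spans shifted by 50000 bp, 7.09% to 8.11% of the lines did.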

We generated a Bsh:Dam transgenic fly line according to published methods (Aughey et al., 2021) and expressed it specifically in L4 neurons using the L4-Gal4 transgene R31C06-Gal4 during synapse formation (Figure 5—figure supplement 1A–B””). We verified that the Bsh:Dam fusion protein was functional by rescuing Ap and Pdm3 expression (Figure 5—figure supplement 1C–E””). We performed three biological replicates which had high reproducibility (Figure 5B).

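In replicates 1, 2 and 3, 83.6%, 83.4% and 81.9% of the peaks overlapped a peak of both other replicates by at least 1 bp, a mean of 82.9% ± 0.930 (SD, n = 3). After 1000 random placements of the peaks within their chromosomes, the share was 6.36% on average and 8.34% at most (one-sided permutation test, p = 0.001 for each replicate, the smallest that 1000 shuffles can give). An overlap of at least 50% of both peaks moved the share most, to a mean of 72.7%. Many shared peaks had the same start and end, namely 59.1% of the replicate 1 peaks in replicate 2, 49.9% of them in replicate 3, and 46.8% of the replicate 2 peaks in replicate 3. Identical borders were not compared with random placement, so these shares are only descriptive. If the replicates were set against the same Dam profile, the overlap also holds what that profile shares between them, and peak lists alone do not separate this part.

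Scores of overlapping peaks were compared across peaks, which are not independent replicates, so no p-value is given. Pearson's r was 0.943 over 2568 peaks of replicates 1 and 2, 0.910 over 2516 peaks of replicates 1 and 3, and 0.899 over 2498 peaks of replicates 2 and 3. Spearman's rho was 0.942, 0.909 and 0.898 for the same pairs. Limited to peaks with a score above 2.5, the mean r moved from 0.917 to 0.875, the largest change among the alternatives. These values describe peak scores, whereas Figure 5B reports correlations of mapped reads, which were not analysed here.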

**Figure 5.**
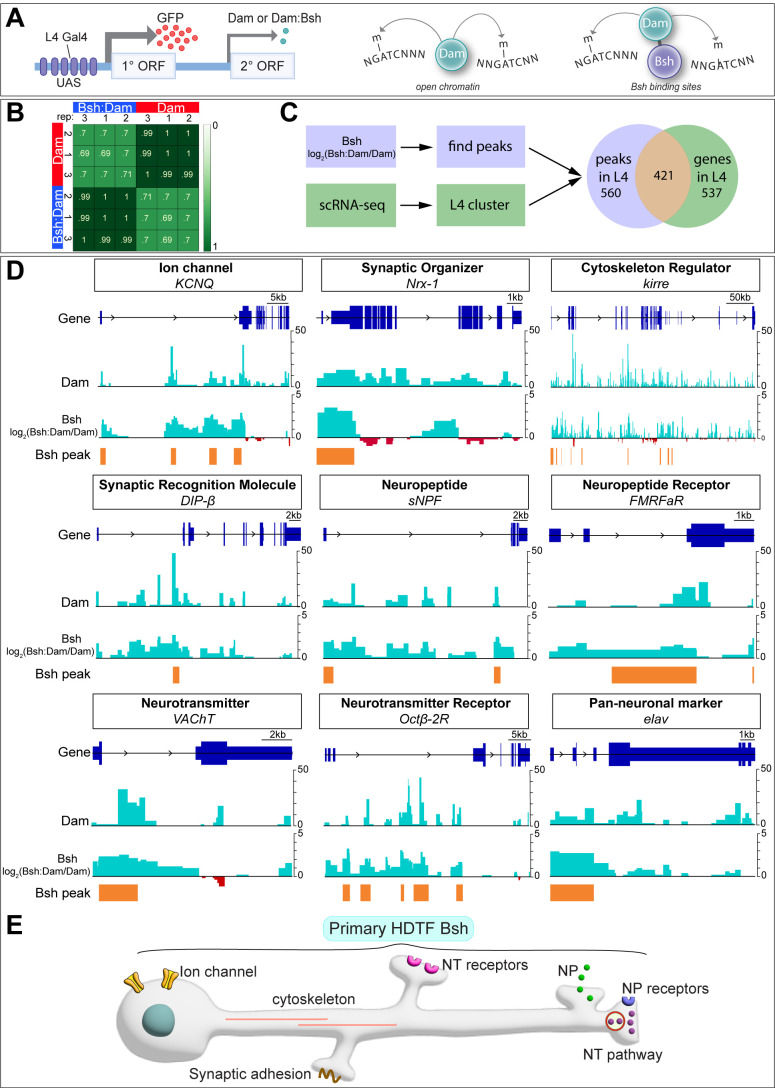
Bsh:DamID reveals Bsh direct binding to L4 identity genes and pan-neuronal genes. (**A**) Schematic for TaDa method. (**B**) Both Dam and Bsh:Dam show high Pearson correlation coefficients among their three biological replicates, with lower Pearson correlation coefficients between Dam and Bsh:Dam. A heatmap is generated using the multiBamSummary and plotCorrelation functions of deepTools. (**C**) Bsh:Dam peaks in L4 (46–76 hr after pupa formation [APF]) called by find_peaks and L4 scRNAseq data (48 hr APF; 60 hr APF) (Jain et al., 2022) are combined (see Materials and methods). (**D**) Bsh:Dam shows strong signals in L4 identity genes and pan-neuronal genes. The Dam alone signal indicates the open chromatin region in L4 neurons. The y axes of Bsh:Dam signal represent log2 (Bsh:Dam/Dam) scores. Bsh peaks in L4 neurons were generated using find_peaks (FDR<0.01; min_quant = 0.9) and peaks2genes. (**E**) Summary.

**Figure 5—figure supplement 1.**
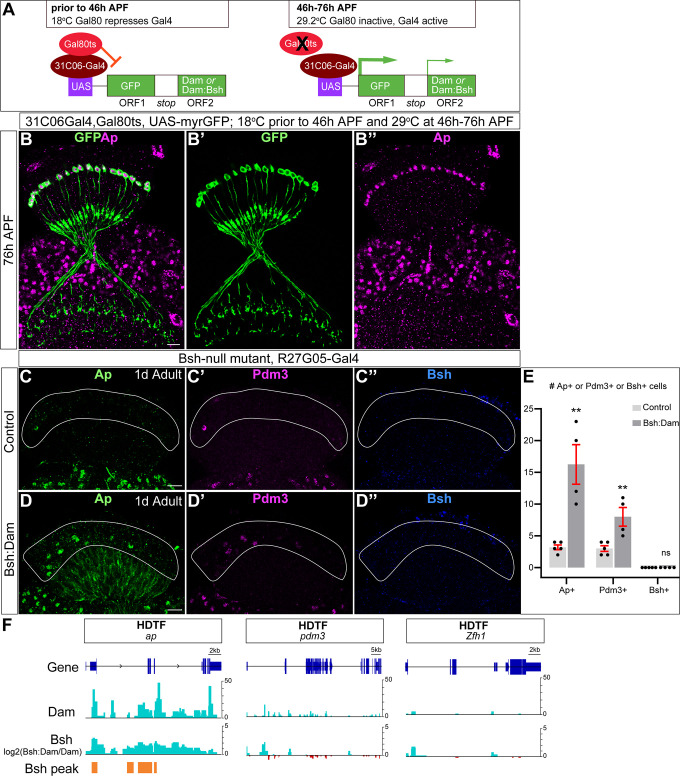
UAS-Bsh:Dam expressed by 31C06-Gal4 is functional and specifically expressed in L4 neurons; Bsh:Dam shows a binding peak in *ap* locus but not *pdm3* or *zfh1* in L4 neurons. (**A**) Schematic of the system used to restrict Bsh:Dam expression spatially to L4 (using the 31C06-Gal4 driver) and temporally to 46–76 hr after pupa formation (APF) (using the temperature-sensitive Gal4 inhibitor, Gal80ts; red T-bar). Note the high expression of GFP from the first ORF (thick green arrow), and low expression of Bsh or Bsh:Dam following the readthrough of the stop codons prior to the second ORF (thin green arrow). (**B–B’’**) 31C06-Gal4, Gal80ts, UAS-Bsh:Dam is expressed in Ap+ L4 neurons when conditionally expressed from 46 to 76 hr after pupa formation (APF). Scale bar, 10 µm. (**C–E**) Bsh:Dam retains Bsh function and can partially rescue Ap and Pdm3 expressions in Bsh-null mutant flies (Bsh-null mutant; R27G05-Gal4>UAS-myrGFP-Bsh:Dam). Note that Bsh:Dam expression from the second ORF is extremely low to avoid toxicity and is not detected by immunostaining. The white circle outlines the cell body area of lamina neurons. (**E**) Quantification of the number of Ap+ or Pdm3+ or Bsh+ cell bodies within z-stack of 2.88 µm in control (**C–C’’**) and Bsh:Dam (**D–D’’**). Scale bar, 10 µm. Data are presented as mean ± SEM. Each dot represents a brain. Control: n=5 brains; Bsh:Dam: n=4 brains. ns = not significant, **p<0.001, unpaired t-test. (**F**) Bsh:Dam shows strong signals in *ap* gene but not *pdm3* or *zfh1* gene in L4 neurons during the synapse formation window. The Dam alone signal indicates the open chromatin region in L4 neurons. The y axes of Bsh:Dam signal represent log2 (Bsh:Dam/Dam) scores. Bsh peaks in L4 neurons were generated using find_peaks (FDR<0.01; min_quant = 0.9) and peaks2genes.

Next, we determined which Bsh-bound genomic targets showed enriched transcription in L4 neurons during synapse formation using recently published L4 scRNA sequencing data from the same stage (GEO: GSE190714) (Jain et al., 2022). There are 958 genes that are significantly transcribed in L4 at 48 hr or 60 hr APF. Among them, 421 genes show Bsh:Dam binding peaks, while 537 genes do not show Bsh:Dam binding peaks (Figure 5C). 

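Across the 3 gene lists, 1954 gene symbols had a score above 2.5 in every replicate. Under the alternatives the count ranged from 1247 genes with a threshold of 3 to 2766 genes with a peak in at least 1 replicate. Supplementary file 1 names 420 genes as read here, and 374 of them (89.0%) had a peak in all 3 replicates. By replicate, 420, 409 and 376 of these genes scored above 2.5 in replicates 1, 2 and 3. In Supplementary file 2, which names 537 genes, 0 genes had a score above 2.5 in all 3 replicates. Replicates 1, 2 and 3 on their own gave 0, 25 and 16 such genes, and a peak of any score was listed for 51, 55 and 68 of them.

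The DamID scores printed in Supplementary files 1 and 3 are the paper's. For 978 of the 978 genes that were looked up, the paper's score was identical to the gene's highest score in replicate 1. In replicate 2 this held for 21 of 960 genes, and in replicate 3 for 11 of 952. As no gene of Supplementary file 2 scores above 2.5 in replicate 1, the count of 0 in all 3 replicates follows from replicate 1 alone. Every looked-up gene of Supplementary files 1 and 3 scores above 2.5 in replicate 1. Their counts in all 3 replicates therefore depend on replicates 2 and 3 only. The paper's score minus the mean of the 3 replicates had a median of 0.053 over 941 genes.

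The gene lists and Supplementary file 2 do not always write a gene's symbol the same way. With symbols matched through RefSeq, an alternative chosen after the data were seen, 33 of the 537 genes had a replicate 1 score above 2.5 under an older symbol, and 30 of them had such a score in all 3 replicates. Examples, also chosen after their values were seen, are Sema1a, listed as Sema-1a with scores of 4.19, 4.30 and 4.13 in replicates 1, 2 and 3, and Hr3, listed as Hr46 with 2.98, 3.44 and 2.89.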

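Figure 5D shows the KCNQ, Nrx-1, kirre, DIP-β, sNPF, FMRFaR, VAChT, Octβ2R and elav loci. Each of these 9 genes had a peak with a score above 2.5 in all 3 replicates. The highest scores were those of kirre, with 4.60, 4.50 and 4.47 in replicates 1, 2 and 3 (mean 4.52 ± 0.068, SD, n = 3). By mean score, Octβ2R followed with 4.42, 4.16 and 4.34, and elav with 4.06, 4.28 and 3.76. The lowest were those of Nrx-1, with 3.09, 3.24 and 2.77 (mean 3.03 ± 0.24, SD, n = 3). Nrx-1 was the only gene of the 9 below a score of 3 in any replicate. In every replicate the score of kirre was above that of Nrx-1.

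The genes differ in how many peaks lie on them. In replicate 1, kirre had 10 peaks, 5 of them above 2.5, and KCNQ had 4 peaks, all above it. The KCNQ peaks with the highest scores in that replicate lie on chromosome 2R at 10158358–10160172 and 10164314–10166116, both with a score of 3.6, and the former is also within 1 kb of mlt. Some peaks are not the gene's alone. The VAChT peak on 3R at 18705912–18708530 (3.53, 3.75 and 3.29) also lies within 1 kb of ChAT. The Nrx-1 peak on 3R starts at 22468170, crosses a border of the annotated gene and lies within 1 kb of CG5377. The elav peak on X also crosses a border of its gene, within 1 kb of arg and lncRNA:enrr. In FMRFaR, the peak that passes 2.5 crosses a border of the gene on 3L at 3011783–3012881 (3.90, 3.62 and 3.50). The broader peak inside FMRFaR scored 1.76, 2.12 and 1.74. Strand was not used, so each border crossed may be where the gene starts or where it ends.

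**Figure D1:**
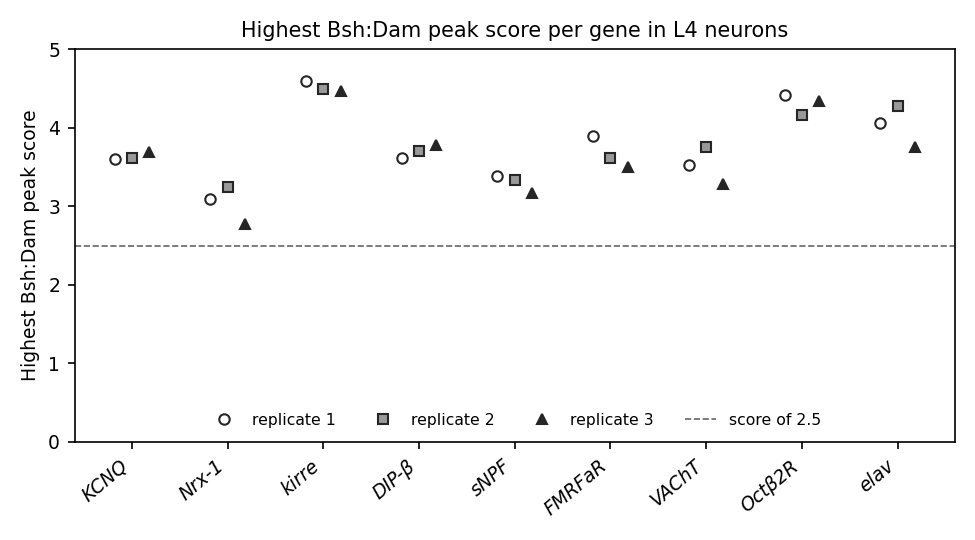
Highest Bsh:Dam peak score (vertical axis, no unit) of each gene drawn in Figure 5D (horizontal axis), with a point for each of the 3 replicates. The dashed line marks the score of 2.5; every point lies above it, from 2.77 for Nrx-1 in replicate 3 to 4.60 for kirre in replicate 1.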

Genes having Bsh:Dam binding peaks include numerous candidate L4 identity genes: ion channels, synaptic organizers, cytoskeleton regulators, synaptic recognition molecules, neuropeptide/receptor, neurotransmitter/receptor, and pan-neuronal genes (Figure 5DSupplementary file 1). Genes expressed in L4 but not having Bsh:Dam binding peaks include long non-coding RNA, mitochondrial genes, ribosomal protein, heat shock protein, ATP synthase, and others (Supplementary file 2).

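The gene families were counted over all annotated genes and not over the transcribed genes alone. A peak in all 3 replicates was found for 5 of 92 ribosomal protein genes (5.43%), 1 of 15 ATP synthase genes (6.67%), 1 of 19 heat shock protein genes (5.26%) and 182 of 2447 long non-coding RNA genes (7.44%). Without replicate 3, ATP synthase genes with a peak numbered 2 of 15 (13.3%), since ATPsynD scored 2.64, 2.72 and 2.14 in replicates 1, 2 and 3. Of all 17684 annotated genes on the 6 chromosomes that hold peaks, 1723 (9.74%) had one. Long genes offer more places for a peak, and the median length was 1315 bp for ribosomal protein genes, 1100 bp for ATP synthase genes, 2324 bp for heat shock protein genes and 720 bp for long non-coding RNA genes, against 1710 bp for all genes. Each family was therefore compared with 10000 random gene sets of the same size, drawn in 20 bins of gene length. Such sets had a peak in 4.51%, 5.09%, 6.69% and 5.52% of genes for the families in the same order.

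By a two-sided permutation test with Benjamini-Hochberg adjustment over 8 families, the adjusted p was 1 for ribosomal protein, ATP synthase and heat shock protein genes. Against all annotated genes without regard to length it was 0.339, 1 and 1 by the same permutation test. In both comparisons the middle 95% of the random sets began at 0% for ATP synthase and heat shock protein genes. Even with no peak at all, neither family would lie below it, so their p-values cannot decide whether peaks are lacking. For ribosomal protein genes the matched range began at 1.09%, and whether a complete lack of peaks would pass the adjustment was not computed. Long non-coding RNA genes had a peak more often than genes of their length (permutation p = 0.0002, the smallest that the draws can give, adjusted p = 0.0016). In the comparison without regard to length they had one less often (permutation test, expected share 9.74%, adjusted p = 0.0008). Across all alternatives the adjusted p of this family ranged from 0.0008 to 0.008 by the same permutation test. Some members of this family have identical scores in all 3 replicates and may share a peak. The draws treat genes as independent, so the p-values of this family may be too small.

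Members with a peak in every replicate include RpS10a, with scores of 4.57, 4.66 and 4.28 in replicates 1, 2 and 3, RpL8 with 3.79, 3.67 and 3.62, ATPsynC with 3.87, 3.8 and 3.39, and Hsp110 with 3.00, 2.81 and 3.07. The other ribosomal protein genes with a peak in every replicate were RpL10Aa, RpL13A and RpS21. Hsp110 and RpL10Aa each have the same scores in all 3 replicates as a member of the long non-coding RNA family. That family includes antisense RNA genes here, and a shared peak may count in both families. Among long non-coding RNA genes, lncRNA:CR44702 had the highest mean, with 4.91, 4.72 and 4.42. The 37 genes of the mitochondrial genome had no peak, and the peak lists hold 0 peaks outside the 6 chromosomes. Within the paper's own lists, 75 ribosomal protein genes are in Supplementary file 2 and 4 in Supplementary file 1. For ATP synthase genes these counts are 9 and 2, and for heat shock protein genes 8 and 0. Mitochondrial genes number 13 and 0, and long non-coding RNA genes 9 and 0. Of those 9 long non-coding RNA genes, 2 had a replicate 1 score above 2.5 under an older symbol. Both stand in the gene list without the prefix lncRNA: and could not be paired with symbols as written. The count of 0 for long non-coding RNA genes in Supplementary file 1 may therefore follow from how symbols are written. The median gene length was 23391 bp in Supplementary file 1 and 3383 bp in Supplementary file 2.

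**Figure D2:**
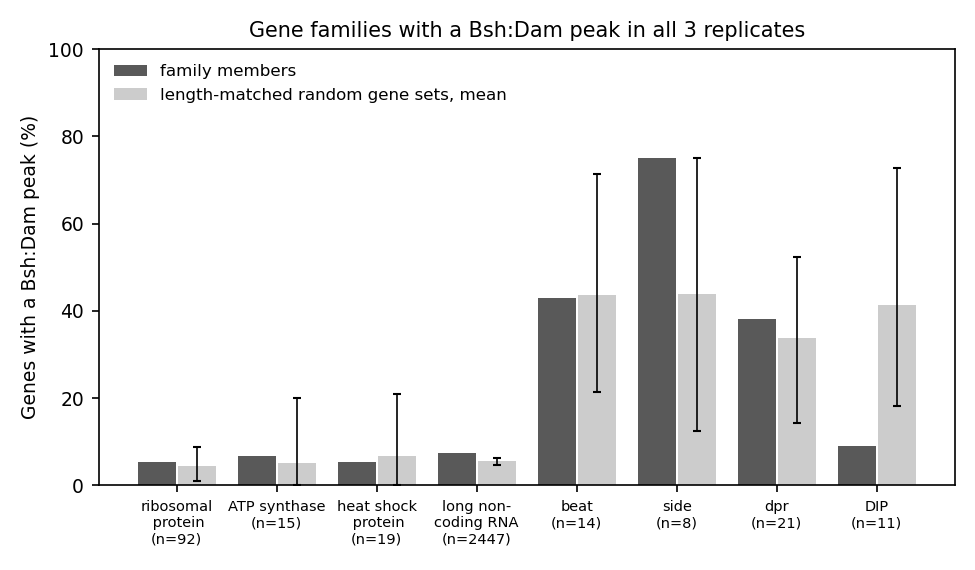
Share of genes with a Bsh:Dam peak in all 3 replicates (vertical axis, %) for 8 gene families (horizontal axis, with the number of members n). Dark bars are the family members, and light bars the mean of 10000 random gene sets matched on length, with lines over the middle 95% of the sets. For long non-coding RNA genes the dark bar of 7.44% is above these lines but below the 9.74% expected without the match on length, and for DIP genes the dark bar of 9.09% is below them.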

We previously showed that DIP-β, a cell surface protein of the immunoglobulin superfamily, is specifically expressed in L4 neurites in the proximal lamina, and is required for proper L4 circuit formation (Xu et al., 2019). Here, we found Bsh binding peaks in L4 neurons within the first intron of the *DIP-β* gene (Figure 5D). 

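In all 3 replicates the DIP-β gene had a peak at the same position, on chromosome X from 21443363 to 21444456. It is 1094 bp long and scored 3.62, 3.71 and 3.78 in replicates 1, 2 and 3, a mean of 3.70 ± 0.080 (SD, n = 3). These scores were higher than or equal to those of 71.8%, 74.8% and 84.5% of the genes listed in the same replicate. The peak lies inside the gene and within 1 kb of no other annotated gene. Only replicate 2 had a further peak in the gene, from 21449065 to 21452262, with a score of 2.80. Exon positions were not used here, so the peaks were not assigned to an intron.

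**Figure D3:**
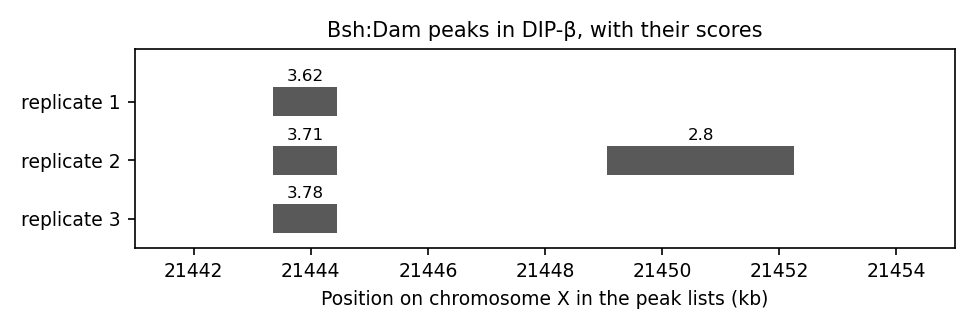
Bsh:Dam peaks in the DIP-β gene by replicate, drawn to scale along chromosome X (horizontal axis, kb) with the score above each peak. The peak from 21443363 to 21444456 is present in all 3 replicates, and the peak with a score of 2.80 in replicate 2 alone.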

Interestingly, the Ecdysone receptor (EcR), which controls the temporal expression of *DIP-β* in L4 neurons, also has a DNA-binding motif in the *DIP-β* first intron (Jain et al., 2022), suggesting Bsh and the EcR pathway may cooperate to achieve the proper spatial (Bsh) and temporal (EcR) expression pattern of the DIP-β synapse recognition molecule. Taken together, consistent with the work of terminal selector in *C. elegans,* we found evidence that Bsh:Dam shows direct binding to L4 identity genes – including *DIP-β* – as well as pan-neuronal genes (summarized in Figure 5E).

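To describe how often random placement reaches the 9 genes of Figure 5D, the 2145 peaks of replicate 1 above 2.5 were placed at random within their chromosomes. The 1000 placements reached 3.96 of these genes on average and 8 at most, whereas the called peaks reached 9. Taken gene by gene, a peak fell on kirre in 99.9% of the placements, on KCNQ in 58.0%, on DIP-β in 47.3% and on FMRFaR in 17.8%. The paper shows these genes as examples of genes with peaks, so the 9 called genes were fixed by that choice and no test of the set is given. Among 14 named genes, the 9 together with ap, pdm3, zfh1, EcR and bsh, 11 had a peak in every replicate, and the number was between 10 and 12 under all alternatives.

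Families of synaptic recognition molecules were counted over all annotated members. In all 3 replicates a peak was found for 6 of 14 beat genes (42.9%), 6 of 8 side genes (75.0%), 8 of 21 dpr genes (38.1%) and 1 of 11 DIP genes (9.09%), the last being DIP-β. Gene sets matched on length had a peak in 43.7%, 43.8%, 33.8% and 41.3% of genes. By a two-sided permutation test the adjusted p was 1 for beat, 0.348 for side, 1 for dpr and 0.159 for DIP. Without the match on length, 9.72%, 9.90% and 9.66% of genes were expected for beat, side and dpr. The adjusted p from the same permutation test was 0.0056, 0.0008 and 0.0027. For DIP genes 9.71% were expected without the match, close to the 9.09% found.

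In Supplementary file 1, the 5 genes with the highest mean score over the replicates were Vha16-1, hts, Gug, Mp and crp. Their means and SDs (n = 3) were 4.89 ± 0.335, 4.79 ± 0.066, 4.75 ± 0.030, 4.74 ± 0.209 and 4.72 ± 0.147. From the peaks at L4 identity genes and at pan-neuronal genes, the paper proposes that Bsh:Dam binds both kinds of gene directly, and it sets this beside the work on terminal selectors in C. elegans.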

Although our experiment focused on Bsh targets during the stages of synapse formation, we checked for Bsh binding at the HDTF loci that might be bound by Bsh during the earlier stages of neuronal identity specification. We found that Bsh:Dam showed a Bsh binding peak at the *ap* locus, suggesting that Bsh may redundantly maintain Ap expression in L4 neurons through the stage of synapse formation (along with potential Ap-positive autoregulation) (Figure 5—figure supplement 1F). In contrast, Bsh:Dam did not show binding peaks at *pdm3* or *zfh1* loci, which might be due to the inaccessibility of *pdm3* or *zfh1* loci in L4 neurons. Indeed, Dam (open chromatin) (Aughey et al., 2018) does not show a peak at *pdm3* or z*fh1* loci, suggesting that *pdm3* or *zfh1* loci are not accessible in L4 neurons during synaptogenesis (Figure 5—figure supplement 1F).

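The ap gene had 4, 5 and 5 peaks in replicates 1, 2 and 3, of which 3, 4 and 4 scored above 2.5. The highest lies inside the gene on chromosome 2R, from 5725702 to 5726589 in every replicate. Its scores were 4.19, 4.01 and 3.83 (mean 4.01 ± 0.18, SD, n = 3), at or above those of 92.8%, 86.7% and 86.3% of the genes listed in the same replicate. A peak starting at 5716353 scored 3.40 in replicate 1 and 3.95 in replicate 2, and in replicate 3 a peak from 5716207 to 5716626 scored 3.46. None of the ap peaks lies within 1 kb of another annotated gene. Random placement of the replicate 1 peaks gave ap a peak in 33.4% of 1000 placements.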

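No replicate listed a peak for pdm3 or zfh1 at any score, nor within 1 kb of either gene by position. The nearest peaks lie more than 2 kb away from both. For pdm3 the nearest peak is on chromosome 2R from 8242706 to 8245125, with scores of 3.40 and 3.38 in replicates 1 and 2, and in replicate 3 it is one from 8245642 to 8246712 with a score of 1.79. For zfh1 it is on 3R from 30600206 to 30601300, with 3.04, 3.27 and 2.64 in replicates 1, 2 and 3. Random placement of the replicate 1 peaks gave pdm3 a peak in 70.4% of 1000 placements and zfh1 in 38.2%. The lists name only peaks that passed the authors' limits, so weaker binding at these loci cannot be assessed from them.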

### Bsh and Ap form a coherent feed-forward loop to activate DIP-β

Here, we ask whether Bsh or Ap are required for the expression of DIP-β in L4 neurons. We found that Bsh-KO (31C06-AD, 34G07-DBD>UAS-Cas9, UAS-Bsh-sgRNAs) only in L4 neurons resulted in a strong decrease in DIP-β levels (Figure 6A–D). Furthermore, using the STaR method (Chen et al., 2014; Xu et al., 2019), we found that L4 primary dendrite length and presynaptic Bruchpilot (Brp) puncta in the proximal lamina were both decreased following Bsh-KO (Figure 6E–I); this is distinct from the DIP-β-KD phenotype (Xu et al., 2019). We conclude that Bsh is required to activate DIP-β expression in L4 and regulate L4 morphology and connectivity. Because Bsh-KO has a distinct phenotype from DIP-β-KD, it is likely that Bsh has distinct targets in addition to DIP-β.

**Figure 6.**
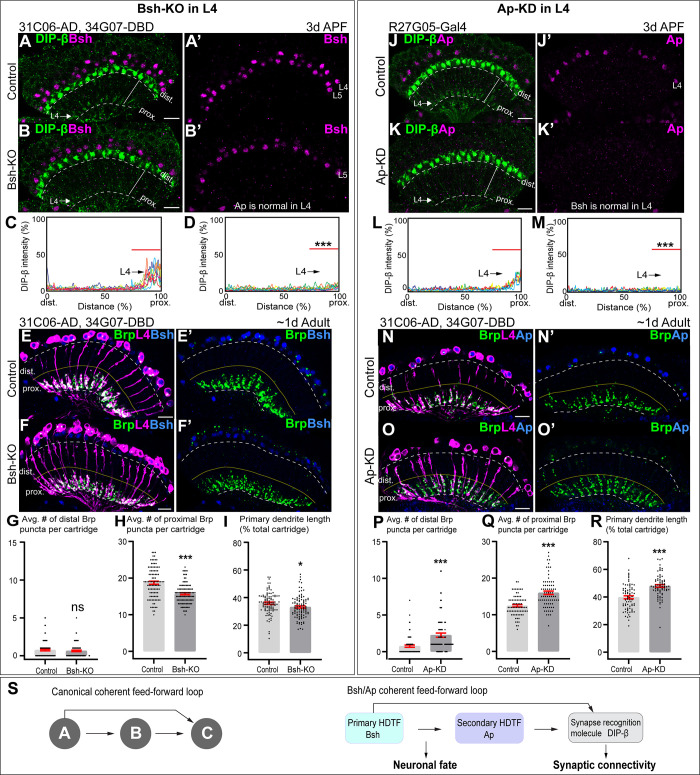
Bsh and Ap form a coherent feed-forward loop to activate DIP-β. (**A–D**) Bsh Crispr knockout (KO) in postmitotic L4 neurons results in loss of DIP-β expression in the proximal lamina neuropil (arrow) at 3 days after pupa formation (APF). DIP-β expression is detected using an anti-DIP-β antibody. The signal in the distal lamina is from non-lamina neurons, probably LawF. Significantly reduced DIP-β fluorescence intensity is observed in the proximal lamina (75–100% distance, marked by red bar (**C, D**)). ***p<0.001, unpaired t-test, n=8 brains, each line represents each brain, scale bar, 10 µm. Genotype: 31C06-AD, 34G07-DBD>UAS-Cas9, UAS-Bsh-sgRNAs. (**E–I**) Bsh Crispr KO in L4 neurons results in a decrease of primary dendrite length and proximal synapse number in postmitotic L4 neurons of 1-day adults. Here and below, white dash lines indicate the lamina neuropil and yellow lines show the boundary between the distal and proximal lamina. The average number of Brp puncta in L4 neurons present within the distal or proximal halves of lamina cartridges. *p<0.05, ***p<0.001, ns = not significant, unpaired t-test, n=100 cartridges, n=5 brains, each dot represents one cartridge, data are presented as mean ± SEM. Genotype: 31C06-AD, 34G07-DBD>UAS-Cas9, UAS-Bsh-sgRNAs, UAS-myrGFP, UAS-RSR, 79C23-S-GS-rst-stop-rst-smFPV5-2a-GAL4. (**J–M**) Ap RNAi knockdown (KD) in postmitotic L4 neurons results in loss of DIP-β expression in the proximal lamina neuropil (arrow) at 3 days APF. The signal in the distal lamina is from non-lamina neurons, probably LawF. Significantly reduced DIP-β fluorescence intensity is observed in the proximal lamina (75%–100% distance, marked by red bar (**L, M**)). ***p<0.001, unpaired t-test, n=8 brains, each line represents each brain, scale bar, 10 µm. Genotype: R27G05-Gal4>UAS-ApRNAi. (**N–R**) Ap-KD in L4 neurons results in an increase of primary dendrite length and proximal synapse number in postmitotic L4 neurons in 1-day adults. The average number of Brp puncta in L4 neurons present within the distal or proximal halves of lamina cartridges. *p<0.05, ***p<0.001, ns = not significant, unpaired t-test, n=100 cartridges, n=5 brains, each dot represents one cartridge, data are presented as mean ± SEM. Genotype: 31C06-AD, 34G07-DBD>UAS-RSR, 79C23-S-GS-rst-stop-rst-smFPV5-2a-GAL4, UAS-Ap-shRNA, UAS-myrGFP. (**S**) Summary.

**Figure 6—figure supplement 1.**
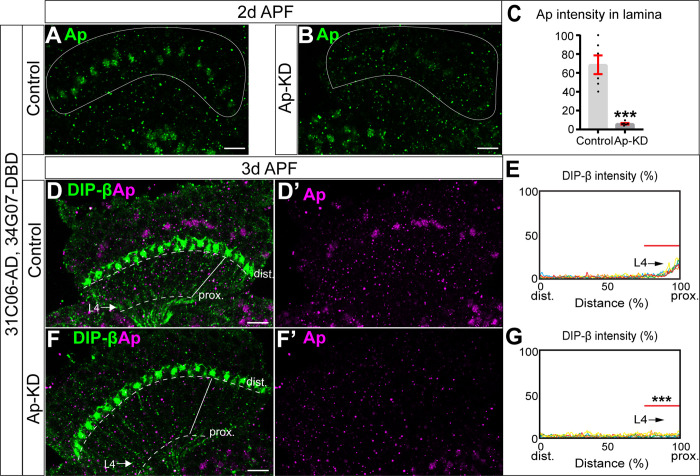
DIP-β expression is disrupted when knocking down Ap in L4 neurons. (**A–C**) Ap-knockdown (KD) (31C06-AD, 34G07-DBD>UAS-RSR, 79C23-S-GS-rst-stop-rst-smFPV5-2a-GAL4, UAS-Ap-shRNA; see Materials and methods for an explanation of this genotype) significantly reduced Ap expression in L4 neurons at 2 days after pupa formation (APF). The white line circle outlines lamina neuron cell bodies. Scale bar, 10 µm. (**C**) Quantification of Ap signal in the cell bodies of L4 neurons in control (**A**) and Ap-KD (**B**). We averaged the Ap signal of three cell bodies from each brain and normalized the Ap signal by setting the highest Ap signal as 100. ***p<0.001, unpaired t-test, n=6 brains, each dot represents each brain, data are presented as mean ± SEM. (**D–F’**) DIP-β expression is disrupted in L4 neurons in Ap-KD (31C06-AD, 34G07-DBD>UAS-RSR and 79C23-S-GS-rst-stop-rst-smFPV5-2a-GAL4) and UAS-Ap-shRNA. Note that the DIP-β signal in the proximal lamina belongs to L4 in control (arrow, **L4**), whereas the DIP-β signal in the distal lamina belongs to unknown cells. Scale bar, 10 µm. (**E–G**) Quantification of DIP-β fluorescence intensity along the long axis of lamina cartridges (see white lines in (**D**) and (**F**)) from the distal dash line to the proximal dash line. Significantly reduced fluorescence intensity is observed in the proximal lamina (75–100% distance, marked by the red bar in (**E**) and (**G**)) of Ap-KD flies compared to the control. ***p<0.001, unpaired t-test, n=5 brains, each line represents each brain.

To test whether Ap controls DIP-β expression in L4, we knocked down Ap in L4 neurons (R27G05-Gal4>Ap-RNAi) and observed a strong decrease in DIP-β levels in L4 neurons (Figure 6J–M). Note that L4-split Gal4 (31C06-AD, 34G07-DBD)>UAS-Ap-RNAi cannot knock down Ap in L4 neurons due to the dependence of L4-split Gal4 on Ap expression. We next combined the STaR method with Ap-shRNA (see Materials and methods), resulting in a loss of Ap expression in L4 at 2 days APF and a strong decrease in DIP-β levels in L4 neurons (Figure 6—figure supplement 1). Importantly, Ap-KD in L4 neurons increased Brp puncta in the distal/proximal lamina and increased the length of L4 primary dendrites, which is similar to DIP-β-KD phenotype (Xu et al., 2019; Figure 6N–R). We conclude that Ap is required to activate DIP-β expression in L4 and regulate L4 morphology and connectivity mainly through DIP-β.

A coherent feed-forward motif is A activates B, followed by A and B, both activating C (Mangan and Alon, 2003). This is what we observe for Bsh, Ap, and DIP-β. Bsh activates Ap in L4 neurons soon after their birth (Figure 2G and H), and Bsh and Ap are both required to activate DIP-β (Figure 6A–D and J–M). Importantly, loss of Bsh in L4 neurons decreases DIP-β levels (Figure 6A–D) without altering Ap expression (Figure 2—figure supplement 4F). Similarly, loss of Ap has no effect on Bsh (Figure 3—figure supplement 3A–B’’’), yet it decreases DIP-β levels (Figure 6J–M””). In conclusion, we have defined a coherent feed-forward loop in which Bsh activates Ap, and then both are independently required to promote expression of the synapse recognition gene DIP-β, thereby bridging neuronal fate decision to synaptic connectivity (Figure 6).

### Bsh is required for normal visual behavior

Bsh is required to specify L4/L5 neuronal fate and generate lamina neuronal diversity (control: L1-L5; Bsh-KD: L1-L3) (Figure 3), raising the hypothesis that lack of Bsh may compromise lamina function. To test this, we used an apparatus (the Fly Vision Box) that integrates multiple assays, including visual motion (Zhu et al., 2009), phototaxis (Benzer, 1967), and spectral preference (Gao et al., 2008) in flies walking in transparent tubes (Isaacson et al., 2023; Figure 7; see Materials and methods). We used the LPC-specific driver R27G05-Gal4 to express Bsh RNAi in LPCs. We found that Bsh-KD in LPCs resulted in a lack of Bsh in the adult lamina (Isaacson et al., 2023; Figure 7—figure supplement 1). Flies with Bsh-KD in LPCs, where L4/L5 neurons are transformed into L1/L3 neurons, showed a reduced response to a high-speed stimulus, suggesting weakened sensitivity to visual motion (Figure 7B). Previous work found that L4 function is not required for motion detection when silencing L4 or L5 neuron activity alone (Silies et al., 2013; Tuthill et al., 2013), which suggests that L4 and L5 acting together might be required for normal sensitivity to visual motion. When tested with both UV and green LEDs, the Bsh-KD flies had reduced phototaxis to both dim and bright lights, suggesting less sensitivity to both UV and green lights. Interestingly, the Bsh-KD flies exhibited larger responses toward bright UV illumination in the spectral preference assay (Figure 7C and D). This apparent attraction to bright UV light may result from more weakened sensitivity to green light, which may be expected since L4 and L5 are indirect R1-6 targets (Takemura et al., 2015). Taken together, we conclude that the primary HDTF Bsh is required to generate lamina neuronal diversity and normal visual behavior (Figure 7E).

**Figure 7.**
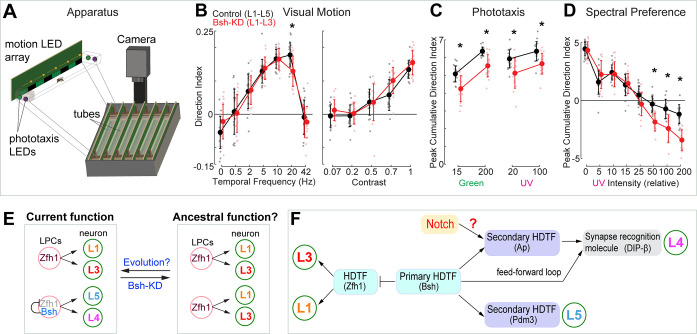
Bsh+ L4/L5 are required for normal visual sensitivity. (**A**) Schematic of the Fly Vision Box. (**B**) Bsh-knockdown (KD) adult flies show reduced responses to a high-speed stimulus. Left: stimulus with different temporal frequency; right: stimulus with 5 Hz temporal frequency, but with the indicated contrast level. (**C**) Bsh-KD adult flies show reduced phototaxis to both dim and bright lights. Relative intensity was used: 15 and 200 for dim and bright green, respectively; 20 and 100 for dim and bright UV, respectively. (**D**) Bsh-KD adult flies show larger responses toward bright UV illumination. For lower UV levels, flies walk toward the green LED, but walk toward the UV LED at higher UV levels. Data are presented as mean ± SD, with individual data points representing the mean value of all flies in each tube. For control (mherry-RNAi), n=18 groups of flies (tubes), for Bsh-KD, n=16 groups of flies, run across three different experiments. Each group is 11–13 male flies. *p<0.05, unpaired, two-sample t-test controlled for false discovery rate. (**E**) Model. Left: In wild type, Zfh1+ lamina progenitor cells (LPCs) give rise to L1 and L3 neurons, whereas Zfh1+Bsh+ LPCs give rise to L4 and L5 neurons. The lineage relationship between these neurons is unknown. Right: Bsh KD results in a transformation of L4/L5 into L1/L3 which may reveal a simpler, ancestral pattern of lamina neurons that contains the core visual system processing arrangement. (**F**) Summary.

**Figure 7—figure supplement 1.**
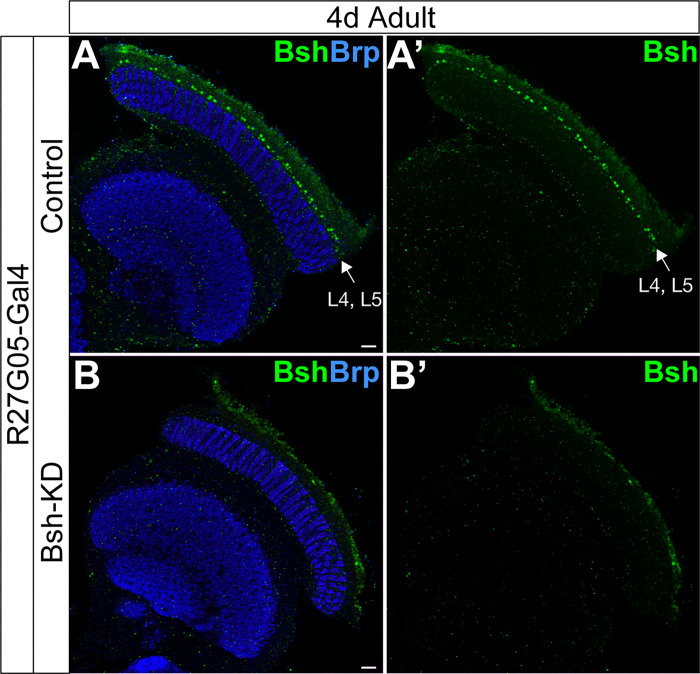
Bsh-knockdown (KD) in lamina progenitor cells (LPCs) results in loss of Bsh in the adult fly. (**A–A’**) Control flies have Bsh+ neurons in the adult L4 neurons (arrow). Genotype: w+, R27G05-Gal4>UAS-mCherry-RNAi, tubP-Gal80[ts]. Neuropil marker Brp (blue), Bsh neurons (green). Scale bar, 10 µm. (**B–B’**) Bsh-KD in LPCs results in the loss of Bsh+ neurons in adult L4 neurons. Neuropil marker Brp (blue), there are no Bsh+ neurons, although there is background staining (green). Scale bar, 10 µm. Genotype: w+, R27G05-Gal4>UAS-Bsh-RNAi, tubP-Gal80[ts].

## Discussion

HDTFs are evolutionarily conserved factors in specifying neuron-type-specific structure and function (Hobert, 2021; Hobert and Kratsios, 2019; Kitt et al., 2022). In *C. elegans*, some HDTFs function as terminal selectors, controlling the expression of all neuronal identity genes and diversifying neuronal subtypes, while other HDTFs act downstream of terminal selectors to activate a subset of identity genes (Gordon and Hobert, 2015; Hobert, 2016). Here, we show that the Bsh primary HDTF functions for L4/L5 fate specification by promoting expression of the Ap and Pdm3 secondary HDTFs and suppressing the HDTF Zfh1 to inhibit ectopic L1/L3 fate, thereby generating lamina neuronal diversity. In L4, Bsh and Ap act in a feed-forward loop to drive the expression of synapse recognition molecule DIP-β, thereby bridging neuronal fate decision to synaptic connectivity (Figure 7F). Our DamID data provides support for several hundred Bsh direct binding targets that also show enriched expression in L4 neurons; these Bsh targets include predicted and known L4 identity genes as well as pan-neuronal genes, similar to the regulatory logic first observed in *C. elegans* (Hobert, 2021; Stefanakis et al., 2015; Figure 5). HDTFs are widely expressed in the nervous system in flies, worms, and mammals. By characterizing primary and secondary HDTFs according to their initiation order, we may decode conserved mechanisms for generating diverse neuron types with precise circuits assembly.

How can a single primary HDTF Bsh activate two different secondary HDTFs and specify two distinct neuron fates: L4 and L5 (Figure 7F)? In our accompanying work (Xu et al., 2023), we show that Notch signaling is activated in newborn L4 but not in L5. This is not due to an asymmetric partition of a Notch pathway component between sister neurons, as is common in most regions of the brain (Li et al., 2013; Mark et al., 2021), but rather due to L4 being exposed to Delta ligand in the adjacent L1 neurons; L5 is not in contact with the Delta+ L1 neurons and thus does not have active Notch signaling. We show that while Notch signaling and Bsh expression are mutually independent, Notch is necessary and sufficient for Bsh to specify L4 fate over L5. The Notch^ON^ L4, compared to Notch^OFF^ L5, has a distinct open chromatin landscape which allows Bsh to bind distinct genomic loci, leading to L4-specific identity gene transcription. We propose that Notch signaling and HDTF function are integrated to diversify neuronal types.

We used DamID (this work) and an scRNAseq dataset (Jain et al., 2022) to identify genomic loci containing both Bsh direct binding sites and L4-enriched expression. Genes that have Bsh:Dam binding peaks but are not detected in L4 scRNAseq data at 48 hr or 60 hr APF might be due to the following reasons: they are transcribed later, at 60–76 hr APF; the algorithm (find_peaks; peaks2genes) that we used to detect Bsh:Dam peaks and call the corresponding genes is not 100% accurate; some regulatory regions are outside the stringent ±1 kb association with genes; Bsh may act as transcription repressor; TFs generally act combinatorially as opposed to alone and that many required specific cooperative partner TFs to also be bound at an enhancer for gene activation; and scRNAseq data is not 100% accurate for representing gene transcription (Figure 5C; Supplementary file 3).

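Of the 560 genes in Supplementary file 3, 462 (82.5%) had a peak with a score above 2.5 in all 3 replicates. By replicate, 558, 533 and 472 of them did in replicates 1, 2 and 3. The remaining 2 entries hold dates in place of gene symbols and could not be looked up. For the 554 genes with a RefSeq match and a replicate 1 peak by position, the peaks were compared with the neighbouring genes. In 50 of them (9.03%) every peak also lay within 1 kb of a gene named in Supplementary file 1. In 237 (42.8%) every peak lay within 1 kb of another protein-coding gene, and 289 (52.2%) had a peak within 1 kb of no other gene. Among 418 genes of Supplementary file 1, every peak was within 1 kb of another protein-coding gene in 114 (27.3%). A peak within 1 kb of no other gene was found for 282 of them (67.5%).

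Peak location was taken from the 2368 replicate 1 peaks found in all 3 replicates. The centre lay in an annotated gene for 81.4% of them and in or within 1 kb of a gene for 89.2%, which leaves 10.8% beyond 1 kb of any gene. Randomly placed peaks gave 69.8%, 77.4% and 22.6% (two-sided permutation test, p = 0.002 for the share in genes, the smallest that 1000 shuffles can give). When any overlap with a gene was counted in place of the centre, the share in genes was 88.4% against 76.6% after shuffling.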

Does the primary HDTF Bsh control all L4 neuronal identity genes? It seems likely, as Bsh:Dam shows binding to L4-transcribed genes that could regulate L4 neuronal structure and function, including the functionally validated synapse recognition molecule DIP-β. Furthermore, we found Bsh and Ap form a feed-forward loop to control DIP-β expression in L4 neurons. Similarly, in *C. elegans*, terminal selectors UNC-86 and PAG-3 form a feed-forward loop with HDTF CEH-14 to control the expression of neuropeptide FLP-10, NLP-1, and NLP-15 in BDU neurons (Gordon and Hobert, 2015), suggesting an evolutionarily conserved approach, using feed-forward loops, for terminal selectors to activate neuronal identity genes. An important future direction would be testing whether Bsh controls the expression of all L4 identity genes via acting with Ap in a feed-forward loop. One intriguing approach would be profiling the Ap genome-binding targets in L4 during the synapse formation window and characterizing the unique and sharing genome-binding targets of Bsh and Ap in L4 neurons. Further, it would be interesting to test whether the primary HDTF Bsh functions with Ap to maintain neuron-type-specific morphology, connectivity, and function properties in adults.

Newborn neurons are molecularly distinct prior to establishing their characteristic morphological or functional attributes. We discovered that the primary HDTF Bsh is specifically expressed in newborn L4 and L5 neurons and is required to specify L4 and L5 fates, suggesting that identifying differentially expressed factors in newborn neurons is essential to decoding neuron-type specification. We note that primary and secondary TFs may be HDTFs as well as non-HDTFs. For example, the primary HDTF Zfh1 is required to activate Svp in L1 and Erm in L3, neither of which are HDTF, though Erm has a significant function in L3 axon targeting (Peng et al., 2018). This suggests that the primary HDTF can activate non-HDTFs to initiate neuron identity features. Recent work in *Drosophila* medulla found that a unique combination of TFs (a mix of HDTFs and non-HDTFs) is required to control neuron identity features (Özel et al., 2022). It would be important to dissect whether there is hierarchical expression and function within these TF combinations and to test whether HDTFs activate non-HDTFs.

Evolution can drive a coordinated increase in neuronal diversity and functional complexity. We hypothesize that there was an evolutionary path promoting increased neuronal diversity by the addition of primary HDTF Bsh expression. This is based on our finding that the loss of a single HDTF (Bsh) results in reduced lamina neuron diversity (only L1-L3), which may represent a simpler ancestral brain. A similar observation was described in *C. elegans* where the loss of a single terminal selector caused two different neuron types to become identical, which was speculated to be the ancestral ground state (Arlotta and Hobert, 2015; Cros and Hobert, 2022; Reilly et al., 2022), suggesting phylogenetically conserved principles observed in highly distinct species. An interesting possibility is that evolutionarily primitive insects, such as silverfish (Truman and Riddiford, 1999), lack Bsh expression and L4/L5 neurons, retaining only the core motion detection L1-L3 neurons. Our findings provide a testable model whereby neural circuits evolve more complexity by adding the expression of a primary HDTF (Figure 7E).

## Materials and methods

### Contact for reagent and resource sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact Chundi Xu () and Chris Doe ().

### Experimental model and subject details

All flies were reared at 25°C on standard cornmeal fly food, unless otherwise stated. For all RNAi and shRNA KD experiments, crosses are kept at 25°C and their progeny are kept at 28.5°C with 16:8 hr light-dark cycle from the embryo stage until dissection. For all Gal80ts experiments, crosses are kept at 18°C and progenies are kept at 29°C at the desired time.

### Method details

#### Animal collections

For the Bsh-misexpression experiment, crosses were reared at 25°C in collection bottles fitted with 3.0% agar apple juice caps containing plain yeast paste. Embryos were then collected on 3.0% agar apple juice caps with plain yeast paste for 4 hr. The collected embryos were moved to 18°C until 72 hr after larval hatching (ALH). The larvae at 72 hr ALH were moved to 29°C until 58 hr after pupal formation.

For the experiment R27G05-GAL4>UAS-myrGFP, tubP-GAL80[ts], the progeny is kept in 18°C from embryo and moved to 29.2°C at early wandering L3 or 1 day APF for 20 hr.

For the behavioral experiments, the progeny is kept in 18°C from embryo and moved to 29°C with 16:8 hr light-dark cycle from the early larval stage until behavioral tests. Male flies at 2–5 days after the eclosion at 29°C were used for the Fly Vision Box experiments.

#### Immunohistochemistry

Fly brains were dissected in Schneider’s medium and fixed in 4% paraformaldehyde in phosphate buffered saline (PBS) for 25 min. After fixation, brains were quickly washed with PBS with 0.5% Triton X-100 (PBT) and incubated in PBT for at least 2 hr at room temperature. Next, samples were incubated in blocking buffer (10% normal donkey serum, 0.5% Triton X-100 in PBS) overnight at 4°C. Brains were then incubated in primary antibody (diluted in blocking buffer) at 4°C for at least two nights. Following primary antibody incubation, brains were washed with PBT. Next, brains were incubated in secondary antibody (diluted in blocking buffer) at 4°C for at least 1 day. Following secondary antibody incubation, brains were washed with PBT. Finally, brains were mounted in SlowFade Gold antifade reagent (Thermo Fisher Scientific, Waltham, MA, USA).

Images were acquired using a Zeiss 800 confocal and processed with ImageJ and Adobe Photoshop.

#### Knocking down HDTF in neurons

Genotype for knocking down Ap specifically in L4 neurons: 31C06-AD, 34G07-DBD>UAS-RSR:PEST, 79C23-S-GS-RSRT-Stop-RSRT-smFP:V5-2a-GAL4, UAS-Ap-shRNA. The genetic element 79C23-S is a bacterial artificial chromosome that encodes the *Brp* gene (Chen et al., 2014). 31C06-AD, 34G07-DBD drives the expression of R recombinase (RSR) in L4 neurons and RSR removes the stop codon from 79C23-S-GS-RSRT-Stop-RSRT-smFP:V5-2a-GAL4. Therefore, Brp:smFP:V5-2a-GAL4 is transcribed and translated in L4 neurons into two proteins, Brp:smFP:V5 and GAL4. GAL4 together with 31C06-AD, 34G07-DBD drives the expression of Ap-shRNA to KD Ap. There is no continuous Ap-shRNA expression when using 31C06-AD, 34G07-DBD to drive expression of Ap-shRNA directly because 31C06-AD, 34G07-DBD depends on Ap.

#### Generating Bsh-TaDa fly line

Bsh-TaDa fly line was generated using the FlyORF-TaDa system described in Aughey et al., 2021. Homozygous hs-FlpD5; FlyORF-TaDa virgin females were crossed to males from Bsh-ORF-3xHA line. Progeny (larval stage) were heat-shocked at 37°C for 60 min, once per day. After eclosion, F1 male flies were crossed to MKRS/TM6B virgin females. F2 males and virgin females with the correct eye phenotype (w-; 3xP3-dsRed2+) were crossed to establish a balanced stock.

#### TaDa in L4 neurons at the time of synapse formation

Homozygous tubP-GAL80[ts]; 31C06-Gal4, UAS-myristoylated-tdTomato males were crossed to homozygous virgin females (FlyORF-TaDa line for Dam; Bsh-TaDa line for Bsh:Dam). Crosses were reared at 18°C. To perform TaDa in L4 neurons during synapse formation window, we collected pupae with the age of 46 hr APF and moved them to 29°C to activate 31C06-Gal4 for 24 hr (Figure 5—figure supplement 1). Then lamina were collected (age equivalent at 25°C: 76 hr APF) in cold PBS within 1 hr and stored at –20°C immediately until sufficient lamina were collected – for each group, about 70 lamina from 35 pupae. The TaDa experimental pipeline was followed according to Marshall et al., 2016, with a few modifications. Briefly, DNA was extracted using a QIAamp DNA Micro Kit (QIAGEN), digested with DpnI (NEB) overnight, and cleaned up using QIAGEN PCR purification columns. DamID adaptors were ligated using T4 DNA ligase (NEB) followed by DpnII (NEB) digestion for 2 hr and PCR amplification using MyTaq HS DNA polymerase (Bioline). The samples were sequenced on the NovaSeq at 118 base pairs and 27–33 million single end reads per sample.

#### Bioinformatic analysis

The TaDa sequencing data was analyzed as described previously (Sen et al., 2019). Briefly, each file was assessed for quality using FastQC (v0.11.9). The damidseq pipeline was run to generate Dam bedgraph files, Log2 ratio bedgraph files (Bsh:Dam/Dam), Dam bam files, and Bsh:Dam bam files as described previously (Marshall and Brand, 2015). The bedgraph files were used for data visualization on IGV (v.2.13.2) (Robinson et al., 2011). The Log2 ratio bedgraph files (Bsh:Dam/Dam) were used for calling Bsh peaks in L4 neurons using find_peaks (FDR < 0.01; min_quant = 0.9) and the generated peak files were used for calling genes using peaks2genes (https://github.com/owenjm/find_peaks, copy archived at Marshall, 2016). The gene list of Bsh peaks (score>2.5) in L4 neurons were then combined with L4 scRNAseq data (Jain et al., 2022) (normalization number>2). The bam files of Dam and Bsh:Dam were used to create sorted bam files and indexed bam files (bam.bai) using SAMtools (v1.15.1) (Li et al., 2009). Sorted bam files and indexed bam files were then computed using the multiBamSummary and plotCorrelation functions of deepTools (v3.5.1) (Ramírez et al., 2016) for correlation coefficients between biological replicates.

#### Behavioral experiments

The Fly Vision Box apparatus was developed at the Janelia Research Campus as a high-throughput assay integrating several tests of visually guided behavior for flies in tubes. Groups of flies (usually 10–15) are placed in the clear acrylic tubes, inside a temperature-controlled box. The box contains six tubes, each with a strip of green LEDs (patterns of 4 pixels on/4 pixels off moving at the indicated temporal frequency or contrast) lining one wall, for the motion vision experiments, and a single green and single UV LED on each end of each corridor, for the phototaxis and spectral-preference assays. During the spectral preference task, a green LED is illuminated (at level 10) at the end of each tube, while at the opposite end of the tubes a UV LED is illuminated at increasing brightness levels. The tubes are capped with a polished acrylic plug that is transparent. Four small (pager) motors are mounted on the corners of the box to provide a mechanical startle in between trials. A camera mounted above the box records fly movements at 25 frames/s. The camera is fitted with an infrared-passing filter and the tubes are suspended above an infrared backlight.

In visual motion response assay, stimulus with different temporal frequency (0, 0.5, 2, 5, 10, 20, 42 Hz) or 5 Hz temporal frequency, but with the indicated contrast level was given. The flies walk against the direction of motion, quantified with a Direction Index. The phototaxis behavior measures the movement of flies toward UV or green LED with the indicated (relative) intensity level at the end of the tubes. The Direction Index is shown integrated over each trial length. In spectral preference task, for lower UV levels, flies walk toward the green LED, but walk toward the UV LED at higher UV levels.

A full experiment lasts ~30 min and consists of 44 conditions, presented in short blocks, during which a series of conditions (e.g. the four LED settings for the phototaxis assay) are presented twice (for phototaxis) or four times each for the other tests, where on consecutive trials the stimulus is presented with opposite direction (for motion) or at the opposite ends of the tubes (for phototaxis and spectral preference). Each trial begins immediately after a 0.5 s mechanical startle by the motors. The box is heated to 34°C. The heating and motorized startle ensure that flies are active throughout and respond to these stimuli.

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Drosophila melanogaster*)	10xUAS-IVS- myristoylated-GFP	Bloomington Drosophila Stock Center	RRID: BDSC_32199	w[1118]; P{y[+t7.7] w[+mC]=10XUAS-IVS-myr::GFP}su(Hw)attP5
Strain, strain background (*D. melanogaster*)	*R27G05*GAL4	Bloomington Drosophila Stock Center	RRID: BDSC_48073	w[1118]; P{y[+t7.7] w[+mC]=GMR27 G05-GAL4}attP2
Strain, strain background (*D. melanogaster*)	UAS-Bsh-RNAi	Bloomington Drosophila Stock Center	RRID: BDSC_29336	y[1] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.JF02498}attP2
Strain, strain background (*D. melanogaster*)	Bsh-LexA	Bloomington Drosophila Stock Center	RRID: BDSC_52834	w[1118]; P{y[+t7.7] w[+mC]=GMR64B07-lexA}attP40
Strain, strain background (*D. melanogaster*)	13xLexAop-IVS-myr::GFP	Bloomington Drosophila Stock Center	RRID: BDSC_32211	y[1] w[*] P{y[+t7.7] w[+mC]=13XLexAop2-IVS-myr::GFP}su(Hw)attP8
Strain, strain background (*D. melanogaster*)	UAS-Cas9 (attp40)	Bloomington Drosophila Stock Center	RRID: BDSC_58985	P{ry[+t7.2]=hsFLP}12, y w[*]; P{y[+t7.7] w[+mC]=UAS-Cas9.P2}attP40
Strain, strain background (*D. melanogaster*)	UAS-Cas9 (attp2)	Bloomington Drosophila Stock Center	RRID: BDSC_58986	P{ry[+t7.2]=hsFLP}12, y[1] w[*]; P{y[+t7.7] w[+mC]=UAS-Cas9.P2}attP2/TM6B, Tb[1]
Strain, strain background (*D. melanogaster*)	UAS-Bsh-sgRNA	Vienna *Drosophila* Resource Center	VDRC 341537	P{ry[+t7.2]=hsFLP}1, y[1] () w[1118]; P{y[+t7.7] w[+mC]=HD_CFD00611}attP40/CyO-GFP
Strain, strain background (*D. melanogaster*)	UAS-Ap-RNAi	Bloomington Drosophila Stock Center	RRID: BDSC_41673	y[1]sc[*] v[1] sev[21] ; P{y[+t7.7] v[+t1.8]=TRiP.HMS02207}attP2
Strain, strain background (*D. melanogaster*)	20xUAS-RSR.PEST	Bloomington Drosophila Stock Center	RRID: BDSC_55795	w[1118]; P{y[+t7.7] w[+mC]=20XUAS-RSR.PEST}attP2
Strain, strain background (*D. melanogaster*)	UAS-Ap-shRNA	Vienna *Drosophila* Resource Center	VDRC 330463	P{VSH330463}attP40
Strain, strain background (*D. melanogaster*)	UAS-Bsh-HA	Bloomington Drosophila Stock Center	RRID: BDSC_83310	y[1] w[1118]; PBac{y[+mDint2] w[+mC]=UAS-bsh.ORF.3xHA.GW}VK00018/CyO
Strain, strain background (*D. melanogaster*)	tubP-GAL80[ts]	Bloomington Drosophila Stock Center	RRID: BDSC_7017	w[*]; P{w[+mC]=tubP-GAL80[ts]}2/TM2
Strain, strain background (*D. melanogaster*)	UAS-Zfh1-RNAi	Vienna *Drosophila* Resource Center	VDRC 103205	P{KK109931}VIE-260B
Strain, strain background (*D. melanogaster*)	Brp-rst-stop-rst-smFPV5-2a-GAL4	Jing Peng (Harvard Medical School)		W; Bl/CyO-GFP; Brp-rst-stop-rst-smFPV5-2A-Gal4/tm6b
Strain, strain background (*D. melanogaster*)	31C06AD (III), 34G07DBD (III)	Gift from Janelia Research Campus (Tuthill et al., 2013)		w; UAS-FLP/CyO; 31c06A, 34G07DBD/tm6b
Strain, strain background (*D. melanogaster*)	31C06-Gal4, UAS-myristoylated-tdTomato	Gift from Lawrence Zipursky		;Bl/CyO; 31c06-Gal4, UAS- myristoylated-tdTomato/tm6b
Strain, strain background (*D. melanogaster*)	VALIUM20-mCherry	Bloomington Drosophila Stock Center	RRID: BDSC_35785	y[1] sc[*]v[1] sev[21]; P{y[+t7.7] v[+t1.8]=VALIUM20-mCherry}attP2
Strain, strain background (*D. melanogaster*)	Bsh-ORF-3XHA (86Fb)	FlyORF Webshop	Cat#F000054	M{UAS-bsh.ORF.3xHA.GW}ZH-86Fb
Strain, strain background (*D. melanogaster*)	flyORF-TaDa	Bloomington Drosophila Stock Center	RRID: BDSC_91637	w[1118]; M{RFP[3xP3.PB] w[+mC]=FlyORF-TaDa}ZH-86Fb
Strain, strain background (*D. melanogaster*)	hs-FlpD5; FlyORF-TaDa	Bloomington Drosophila Stock Center	RRID: BDSC_91638	w[1118]; P{y[+t7.7] w[+mC]=hs-FLPD5}attP40; M{RFP[3xP3.PB] w[+mC]=FlyORF-TaDa}ZH-86Fb
Strain, strain background (*D. melanogaster*)	Bsh-null mutant	Gift from Makoto Sato		
Strain, strain background (*D. melanogaster*)	Bsh-TaDa	This paper		w; +/CyO; UAS-GFP-Bsh-DAM/tm6b; See Generating Bsh-TaDa fly line in Materials and methods
Antibody	Chicken polyclonal	Abcam	Cat#ab13970, RRID_300798	Anti-GFP (1:1000)
Antibody	Rabbit polyclonal	Gift from Claude Desplan (Özel et al., 2021)		Anti-Bsh (1:1000)
Antibody	Guinea pig polyclonal	Gift from Lawrence Zipursky (Tan et al., 2015) and Makoto Soto		Anti-Bsh (1:1000)
Antibody	Rabbit polyclonal	Gift from Markus Affolter (Bieli et al., 2015)		Anti-Apterous (1:1000)
Antibody	Rat monoclonal	Gift from Cheng-Ting Chien (Chen et al., 2012)		Anti-Pdm3 (1:200)
Antibody	Rabbit polyclonal	Gift from Cheng-Yu Lee (Janssens et al., 2014)		Anti-Erm (1:100)
Antibody	Rat monoclonal	Gift from Jing Peng (Santiago et al., 2021)		Anti-Erm (1:70)
Antibody	Mouse monoclonal	Developmental Studies Hybridoma Bank	Cat#Seven-up D2D3, RRID_2618079	Anti-Svp (1:10)
Antibody	Rabbit polyclonal	Gift from James Skeath (Tian et al., 2004)		Anti-Zfh1 (1:1000)
Antibody	Rabbit polyclonal	Asian Distribution Center for Segmentation Antibodies	Code#812	Anti-Tailless (1:200)
Antibody	Mouse monoclonal	Developmental Studies Hybridoma Bank	Cat#mAbdac1-1, RRID: AB_579773	Anti-Dac (1:100)
Antibody	Mouse monoclonal	Developmental Studies Hybridoma Bank	Cat#Elav-9F8A9, RRID: AB_528217	Anti-Elav (1:200)
Antibody	Mouse monoclonal	Developmental Studies Hybridoma Bank	Cat#Rat-Elav-7E8A10 anti-elav, RRID: AB_528218	Anti-Elav (1:50)
Antibody	Mouse monoclonal	Developmental Studies Hybridoma Bank	Cat#24B10, RRID: AB_528161	Anti-Chaoptin (1:20)
Antibody	Guinea pig polyclonal	Gift from Matthew Pecot Lab (Xu et al., 2019)		Anti-DIP- β (1:300)
Antibody	Mouse monoclonal	Bio-Rad Laboratories	Cat#MCA1360A647, RRID: AB_770156	Anti-V5-TAG:Alexa Fluor 647 (1:300)
Antibody	Rat monoclonal	Sigma-Aldrich	Cat#12158167001, RRID: AB_390915	Anti-HA (1:100)
Antibody	Guinea pig polyclonal	Gift from Richard Mann (Casares and Mann, 1998)		Anti-Hth (1:2000)
Antibody	Mouse monoclonal	Developmental Studies Hybridoma Bank	Cat#nc-82, RRID: AB_2314866	Anti-Brp (1:50)
Antibody	Donkey polyclonal	Jackson ImmunoResearch Lab	Cat#712-545-153, RRID: AB_2340684	Alexa Fluor 488 anti-rat (1:400)
Antibody	Donkey polyclonal	Jackson ImmunoResearch Lab	Cat#703-545-155, RRID: AB_2340375	Alexa Fluor 488 anti-chicken (1:400)
Antibody	Donkey polyclonal	Jackson ImmunoResearch Lab	Cat#706-545-148, RRID: AB_2340472	Alexa Fluor 488 anti-guinea pig (1:400)
Antibody	Donkey polyclonal	Jackson ImmunoResearch Lab	Cat#711-545-152, RRID: AB_2313584	Alexa Fluor 488 anti-rabbit (1:400)
Antibody	Donkey polyclonal	Jackson ImmunoResearch Lab	Cat#715-545-150, RRID: AB_2340846	Alexa Fluor 488 anti-mouse (1:400)
Antibody	Donkey polyclonal	Jackson ImmunoResearch Lab	Cat#715-295-151, RRID: AB_2340832	Rhodamine Red-X anti-mouse (1:400)
Antibody	Donkey polyclonal	Jackson ImmunoResearch Lab	Cat#712-295-153, RRID: AB_2340676	Rhodamine Red-X anti-rat (1:400)
Antibody	Donkey polyclonal	Jackson ImmunoResearch Lab	Cat#711-295-152, RRID: AB_2340613	Rhodamine Red-X anti-rabbit (1:400)
Antibody	Donkey polyclonal	Jackson ImmunoResearch Lab	Cat#706-295-148, RRID: AB_2340468	Rhodamine Red-X donkey anti-guinea pig (1:400)
Antibody	Donkey polyclonal	Jackson ImmunoResearch Lab	Cat#711-605-152, RRID: AB_2492288	Alexa Fluor 647 donkey anti-rabbit (1:400)
Antibody	Donkey polyclonal	Jackson ImmunoResearch Lab	Cat#715-605-151, RRID: AB_2340863	Alexa Fluor 647 donkey anti-mouse (1:400)
Antibody	Donkey polyclonal	Jackson ImmunoResearch Lab	Cat#706-605-148, RRID: AB_2340476	Alexa Fluor 647 anti-guinea pig (1:400)
Antibody	Donkey polyclonal	Jackson ImmunoResearch Lab	Cat#712-605-153, RRID: AB_2340694	Alexa Fluor 647 anti-rat (1:400)
Sequence-based reagent	Oligonucloetide	Integrated DNA Technologies		DamID Adaptor (top strand): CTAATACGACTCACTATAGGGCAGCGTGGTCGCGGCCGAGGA
Sequence-based reagent	Oligonucloetide	Integrated DNA Technologies		DamID Adaptor (bottom strand): TCCTCGGCCG
Sequence-based reagent	Oligonucloetide	Integrated DNA Technologies		DamID Primer for PCR: GGTCGCGGCCGAGGATC
Commercial assay or kit	QIAamp DNA Micro Kit	QIAGEN	Cat#56304	
Commercial assay or kit	PCR Purification Kit	QIAGEN	Cat#28104	
Chemical compound, drug	EDTA	Sigma-Aldrich	Cat#E6758	
Chemical compound, drug	DpnI and CutSmart buffer	NEB	Cat#R0176S	
Chemical compound, drug	DpnII and DpnII buffer	NEB	Cat#R0543S	
Chemical compound, drug	MyTaq HS DNA Polymerase	Bioline	Cat#BIO-21112	
Chemical compound, drug	AlwI	NEB	Cat#R0513S	
Chemical compound, drug	RNase A (DNase free)	Roche	Cat#11119915001	
Chemical compound, drug	T4 DNA ligase and 10x buffer	NEB	Cat#M0202S	
Software, algorithm	Fiji	Schindelin et al., 2012	https://imagej.nih.gov/ij/download.html	
Software, algorithm	FastQC (v0.11.9)	The Babraham Bioinformatics group	https://www.bioinformatics.babraham.ac.uk/projects/download.html#fastqc	
Software, algorithm	MATLAB	Mathworks	https://www.mathworks.com/products/matlab.html	
Software, algorithm	damidseq_pipeline	Marshall and Brand, 2015	https://owenjm.github.io/damidseq_pipeline/	
Software, algorithm	Bowtie2 (v2.4.5)	Langmead and Salzberg, 2012	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml	
Software, algorithm	IGV (v.2.13.2)	Robinson et al., 2011	https://software.broadinstitute.org/software/igv/download	
Software, algorithm	SAMtools (v1.15.1)	Li et al., 2009	http://www.htslib.org/download/	
Software, algorithm	deepTools (v3.5.1)	Ramírez et al., 2016	https://deeptools.readthedocs.io/en/develop/content/installation.html	
Software, algorithm	Find_peaks	Marshall et al., 2016	https://github.com/owenjm/find_peaks	

#### Quantification and statistical analysis for behavioral experiments

Videos are tracked offline with custom code written in MATLAB. After tracking, the trajectories were analyzed on a per-frame basis to see whether flies were walking in one direction (either following the moving patterns or walking toward one end-cap LED) or the other. The behavior is summarized as a ‘Direction Index’ which is simply the difference between flies walking in one direction and the other (by convention the direction against the motion, or toward the illuminated LED, is the positive one) divided by the total number of flies in the tube. For example, with 12 flies in a tube, during one frame, 7 are moving in the positive direction and 4 are moving in the negative direction (and 1 is not moving), then for this frame, DI = (7–4)/12=0.25.

For the summarized plots in Figure 7, the Direction Index is averaged over the entire 10 s duration of each motion stimulus trial. For the phototaxis and spectral preference experiments, the DI is integrated (accumulated) across time and the data recorded for each trial is the peak (negative or positive) of this curve. For the 10 or 15 s trials, the maximum possible value is 10 or 15 (10, 15 s×1). Individual data points in Figure 7 represent the mean or peak DI metric summarizing all the flies in each tube, and the summary data are the mean and standard deviation across tubes.

The data summarized are part of a larger series of experimental conditions that include several other tasks that are largely redundant with those presented. Nevertheless, the flies experienced 44 different conditions, and so all data were used for a false discovery rate controlling procedure (Benjamini and Hochberg, 1995) with q=0.05. The data from conditions not shown do not contain additional tests with statistically significant differences between the two tested genotypes.

#### Quantification of DIP-β fluorescence signal

Using ImageJ, we quantified DIP-β signal in control and KD brains by measuring fluorescence signal along the long axis of lamina cartridges (see white lines in Figure 6A) from the distal dash line to the proximal dash line (three cartridges per brain). Signal intensity values and cartridge lengths were converted to percentages by setting the highest intensity within each cartridge as 100% intensity and the full length of the cartridge as 100% distance. Statistical analysis using unpaired t-tests was performed after setting uniform intervals (using the spline function on MATLAB) of 0.01% distance. We presented 20–100% as 0–100% to focus on L4 signal (the first 20% is DIP-β signal in LaWF2).

#### Quantification of Brp puncta in the distal and proximal regions of lamina cartridges

Using confocal microscopy, we generated z-stacks of the lamina down the long axis of lamina cartridges. Within each z-stack (i.e. each optic lobe) 20 cartridges in the center of the lamina were identified and the number of Brp puncta in their distal halves was counted. The top (distal edge; top dash line in Figure 6E) and bottom (proximal edge; bottom dash line in Figure 6E) of each cartridge was determined by the first section below L4 cell body and last section containing L4 neuron processes (myrtd::TOM), respectively. The midpoint of each cartridge was then identified as the section in between the top and bottom sections. Brp puncta were counted in the sections distal to the midpoint of each cartridge as distal Brp puncta and in the sections proximal to the midpoint of each cartridge as proximal Brp puncta. Genotypes were scored in a blind manner.

#### Quantification of L4 proximal neurite length

In the same cartridges as those chosen to quantify the Brp puncta, the number of z-stacks that contained L4 proximal neurites were calculated as a percentage of the entire long axis, and represented the values presented for proximal neurite length.

#### Statistical analysis

Statistics were performed using a combination of Microsoft Excel, MATLAB (MathWorks), and Prism (GraphPad) software. Unpaired t-test was used, unless otherwise noted. Data are presented as mean ± SEM unless otherwise noted. A 95% confidence interval was used to define the level of significance. *p<0.05, **p<0.01, ***p<0.001, ns = not significant. All other relevant statistical information can be found in the figure legends.

## Data Availability

DamID data in this publication have been deposited in NCBI's GEO and are accessible through GEO Series accession number GSE246726. The following dataset was generated: XuC RamosTB RogersEM ReiserMB DoeCQ 2023Homeodomain proteins hierarchically specify neuronal diversity and synaptic connectivityNCBI Gene Expression OmnibusGSE24672610.7554/eLife.90133PMC1094276738180023 The following previously published dataset was used: JainS LinY KurmangaliyevYZ ZipurskySL 2021A global timing mechanism regulates cell-type specific wiring programsNCBI Gene Expression OmnibusGSE19071410.1038/s41586-022-04418-535197627

How the deposited data were processed for this re-analysis (not part of the article)

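Bsh:Dam binding was measured by Targeted DamID in L4 neurons in 3 biological replicates of a single condition, at 46–76 hr APF. For each replicate a list of peaks and a list of genes were used. The authors aligned and normalized the reads with the damidseq pipeline, took the log2 ratio of Bsh:Dam to Dam, called peaks with find_peaks (FDR below 0.01, min_quant 0.9) and assigned genes within 1 kb with peaks2genes. Each deposited peak has a score and an FDR, both from the authors' peak caller, and each line of a deposited gene list has a symbol and a score. How the score is computed from the log2 ratio was not worked out here, so scores were used to describe, rank and filter within the lists. Peaks were called per replicate and not on pooled replicates. The lists hold no read counts, so no depth, interval or count test was computed. The paper gives between 27000000 and 33000000 reads per sample. Dam libraries, bedgraph tracks and read alignments were not analysed here.

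The samples form 1 group, so no comparison between conditions was made. The main setting was a peak as listed by the authors, and for genes a highest score above 2.5, the paper's threshold, in all 3 replicates. Overlap of peaks by at least 1 bp was computed with numpy 2.4.6 in Python 3.11.15 and gave the same counts as bedtools 2.31.1. Pearson's r and Spearman's rho were computed with scipy 1.17.1 and figures drawn with matplotlib 3.10.9. Chance overlap came from 1000 random placements of the peaks within their chromosomes, and from 100 placements for the reciprocal overlap of 50%. Shares of gene families with a peak were compared with 10000 random gene sets drawn in 20 bins of gene length from all 17684 annotated genes, family members included, with a two-sided permutation p and Benjamini-Hochberg adjustment over 8 families. Families were defined by symbol before the data were examined. Mitochondrial genes were counted and not tested, since the peak lists cover the 6 chromosomes 2L, 2R, 3L, 3R, 4 and X.

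Gene positions, lengths and older symbols came from the RefSeq annotation of Release 6 plus ISO1 MT. The paper and the files name no genome build. As a check, the score of each matched gene-list line was looked for among the peaks within 1 kb of that gene, and was found for 99.9% of 4315, 4279 and 4389 lines in replicates 1, 2 and 3. After shifting the genes by 50000 bp in either direction it was found for 7.09% to 8.11%. On this basis gene spans were used for overlap and length, and no position from the annotation is printed. Exon positions and a genome sequence were not used, so peaks were not assigned to introns, and binding motifs and GATC sites were not counted. Of 3129, 3093 and 3206 symbols in the gene lists, 2131, 2100 and 2178 are current RefSeq symbols, 975, 955 and 986 are older ones that point to a single gene, and 8, 8 and 9 had no match. The paper's lists were matched in the same way, and 2, 2 and 5 names of Supplementary files 1, 2 and 3 had no match.

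The genes named in the text were fixed before the data were examined. They are the genes the paper names or shows for DamID (KCNQ, Nrx-1, kirre, DIP-β, sNPF, FMRFaR, VAChT, Octβ2R, elav, ap, pdm3, zfh1 and EcR), bsh, the lamina markers svp, bab2, erm and tll, the 5 genes of Supplementary file 1 with the highest mean score, and up to 5 members of each family that go against its direction. Other names outside this rule are marked where they appear, except ATPsynD, DIP-γ and genes named only as neighbours of a peak. These exceptions were named from the results.

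The overlap and the family tests were first tested on simulated data. Of 3000 simulated peaks, 71.4% were planted as shared and 71.4% were recovered, and shuffling gave 7.56% where 7.50% was expected. For the family test, with 12000 genes and 200 families of 80 genes, 2.5% of families without an effect had a permutation p under 0.05, and 99.5% of families whose share was 10 times lower than expected did. The ATP synthase, heat shock protein, beat, side, dpr and DIP families have only 8 to 21 genes, so the 99.5% does not apply to them. Nor does it apply to ribosomal protein genes, whose matched share of 4.51% is lower than the shares simulated.

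The alternatives were a peak score above 2.5 or an FDR below 0.001 for peaks, an overlap of 50%, no gene threshold or a threshold of 3, a peak in at least 1 or at least 2 replicates, overlap with annotated genes with and without 1 kb in place of the gene lists, each replicate left out in turn, and a background without a match on length. Symbols matched through RefSeq, replicate 1 alone and a background of protein-coding genes were added after the data were seen.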

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

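In this part the test of symbol matching was chosen only after its result was seen. The other tests reported here were set before. With a single condition in the data, no biological explanation was tested for any of these results.

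The svp gene, which the paper uses as a marker of L1 neurons, had peaks in all 3 replicates, and the paper's text does not discuss DamID at this gene, although Supplementary file 3 lists it with the paper's score of 4.39. Its strongest peak lies on chromosome 3R from 12258845 to 12260114 and scored 4.39, 4.31 and 3.94 in replicates 1, 2 and 3, also within 1 kb of CG44037 and CG44038. Another peak, which ends at 12294086 in every replicate, scored 3.58, 3.75 and 3.43. svp is a long gene, and random placement of the replicate 1 peaks gave it a peak in 56.7% of 1000 placements. Gene length may therefore be enough for svp to carry a peak by chance, and this explanation stays open. The placements do not take the height of the score into account, and the share of shuffles that put a peak at the same place in all 3 replicates was not computed.

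The erm gene, which the paper uses as a marker of L3 neurons, had no listed peak, but a peak lies beyond 1 kb and within 2 kb of it in all 3 replicates. It is on chromosome 2L from 1947499 to 1948857, scored 3.99, 4.00 and 3.65, and lies within 1 kb of CG33673. In 30.6% of the 1000 random placements of replicate 1 peaks a peak fell as close to erm or closer. Most of these fell on erm or within 1 kb of it, as happened in 29.8% of the placements. Chance placement could thus account for the peak beside erm and stays open. The placements leave out the score, and how often a peak falls at the same place in all 3 replicates was not computed. The bab2 and tll genes had no listed peak, and no peak lay within 2 kb of them.

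Some genes that the paper lists without a peak had one in the gene lists under another symbol. Of the 537 genes in Supplementary file 2, 33 (6.15%) had a replicate 1 score above 2.5 under an older symbol, 30 of them in all 3 replicates. Older symbols make up 975 of the replicate 1 symbols (31.2%), yet 0 of the 978 genes looked up in Supplementary files 1 and 3 were found only through an older symbol. These values are consistent with a comparison of symbols as written, in which a gene with different symbols in the gene list and in the expression table could not be paired. The symbols of the expression data themselves were not analysed here.

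In replicate 1, 2133 annotated genes had a score above 2.5, and 1160 of them are in neither Supplementary file 1 nor Supplementary file 3. Of these, 849 are protein-coding, and 688 of the 849 stand in the gene list under their current symbol, so older symbols in the gene list do not account for those 688. The 33 genes named above are among the 1160. Expression values for the others were not used here, and no explanation was tested.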

How the results depend on the processing

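Alternatives other than those marked as added were set before the data were examined. The 35 results were recomputed to give 218 alternative values. Besides the fits that left out a replicate, 99 values stayed on the same side of their threshold or within the spread or 1.5 times of the main value, 12 moved, 3 crossed a test's threshold in the same direction and 2 changed direction. Of the fits that left out a replicate, 100 values stayed and 2 moved. For peak location, the values counted among these came from the peaks of each replicate on its own.

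The share of peaks found in the other replicates lay between 72.7% and 90.6% under all alternatives and above every shuffle. Leaving out a replicate, which asks only for overlap with a single other replicate, gave 87.1% to 90.6%. The mean correlation of peak scores of 0.917 moved to 0.875 for peaks with a score above 2.5 and to 0.941 for a reciprocal overlap of 50%, and ranged from 0.899 to 0.943 across the 3 fits that each left out a replicate. A range of scores cut from below lowers a correlation by construction, and the cause of the other shift was not tested. The share of peaks in genes stayed above the shuffled share throughout, at 80.4% to 88.4%.

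With a threshold of 3 in place of 2.5, the genes with a peak in all 3 replicates fell from 1954 to 1247, and those of Supplementary file 3 from 462 to 286, as a stricter threshold must lower both. For Supplementary file 1 the count was 285 at that threshold, against 374. Of the genes in Supplementary file 2, 0 had a peak in the main setting, as in any setting that asks for a replicate 1 score above 2.5 with symbols as written. This number was 35 without a threshold, 10 with a peak in at least 2 replicates, 31 with a peak in at least 1, 31 by overlap with annotated genes extended by 1 kb and 29 without the extension. With alternatives added after the data were seen, it was 30 with symbols matched through RefSeq and 33 for replicate 1 with such matching. Looser rules add genes by construction, while the overlap with annotated genes also removes the use of symbols. Across the 3 fits that each left out a replicate, the count was 0 to 10 in Supplementary file 2, and the 10 genes came when replicate 1 was left out. Leaving out a replicate gave 374 to 409 genes of Supplementary file 1, 462 to 533 of Supplementary file 3 and 1993 to 2286 genes in all, the highest each time without replicate 3, which has the lowest median score.

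The paper's score minus the replicate score had a median of 0.053 against the mean of the replicates and 0.20 against replicate 3 alone, and ranged from -0.02 to 0.10 with a replicate left out.

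The results for long non-coding RNA, beat, side and dpr genes depended on the match on gene length. Without it, the 7.44% of long non-coding RNA genes with a peak turned from above to below the expected share, and the 42.9% of beat genes turned from just below to above it and past the threshold, with an adjusted permutation p of 0.0056 against 1 in the main setting. The 75.0% of side genes and 38.1% of dpr genes then lay above the expected share by the adjusted permutation p, at 0.0008 and 0.0027. The 9.09% of DIP genes lay below it (adjusted permutation p = 0.030) when a peak in at least 1 replicate was enough, against 0.159 in the main setting, with 0.077 to 1 under the other alternatives. Background genes limited to protein-coding ones, added after the data were seen, changed no call of the families it could be applied to, and was not applied to long non-coding RNA genes.

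The share of ATP synthase genes with a peak was 6.67% to 13.3% across the 3 fits that each left out a replicate. The higher value came without replicate 3, where 2 of 15 genes had a peak in place of 1. The share of ribosomal protein genes was 2.17% with a threshold of 3 and 12.0% without a threshold. Their matched sets gave 2.71% and 6.83%. For heat shock protein genes the share was 0% with a threshold of 3. Across all alternatives the lowest adjusted permutation p was 0.264 for ribosomal protein and 0.912 for heat shock protein genes.

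No paired analysis was possible because the data hold a single group of samples. Some alternatives set before the data were examined were not run, because no genome sequence or exon annotation was used here. These are the background matched on GATC sites, the density of TAAT and TAATTR motifs in peaks with its alternatives, and the division of peak locations into exons, UTRs and introns. The depth of the libraries limits which peaks were called, and without read counts this limit is unknown here.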

Differences from the paper's values

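None of the 21 values compared with the paper's differs from it by more than 1.5 times in the main setting. The paper counts 421 transcribed genes with a peak, and 374 genes of its list had a peak in all 3 replicates. It counts 537 without a peak, and for 537 genes this held here, but this was fixed by the rule used. None of these genes scored above 2.5 in replicate 1 with symbols as written, so none could do so in all 3 replicates. With a peak in at least 1 replicate, 31 of the 537 genes had one. Supplementary file 3 of the paper holds 560 genes, of which 462 had a peak here. With a threshold of 3 this count was 286, the only alternative value that differs from the paper's by more than 1.5 times. The paper's scores of 17 named genes were all within 1.5 times of the mean over the replicates, and they are identical to the replicate 1 scores that enter this mean.

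By gene, 46 genes of Supplementary file 1 and 98 entries of Supplementary file 3 had no peak above 2.5 in some replicate or could not be looked up, although the paper lists them with a peak. One is bsh, which the paper lists with a peak score of 2.51. It had this score in replicate 1 and no peak in replicates 2 and 3. With a peak in at least 1 replicate, an alternative set before the data were examined, 420 genes of Supplementary file 1 and 558 of Supplementary file 3 had a peak, bsh among them. Replicate 1 alone, a setting chosen after seeing the values, also gave 420 and 558. Both settings had to give these counts, because the paper's scores for these genes are the replicate 1 scores.

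The paper lists 33 genes without a peak that had a replicate 1 score above 2.5 under an older symbol when symbols were matched through RefSeq, a setting chosen after seeing the values. They include side-VI, listed as CG34114 with scores of 3.87, 4.16 and 3.95 in replicates 1, 2 and 3, side-VIII, listed as CG12484 with 3.8, 3.56 and 3.49, and lncRNA:CR46006 with 4.67, 4.59 and 4.11. These names were chosen after their values were seen. With symbols as written, 0 of the 537 genes had a peak in all 3 replicates.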

Other observations

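Tests of the symbols, of bsh, of the mitochondrial genes and of peaks near no other gene were chosen only after their results were seen, and the other tests were set before. With a single condition in the data, no biological explanation was tested here.

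The share of genes with a peak is low in several families, and gene length was weighed as the explanation. Random gene sets of the same lengths had a peak in 4.51% of genes for ribosomal protein genes, 5.09% for ATP synthase genes, 6.69% for heat shock protein genes and 5.52% for long non-coding RNA genes. The families themselves had 5.43%, 6.67%, 5.26% and 7.44%, and none lay below its matched sets by the adjusted permutation test. The middle 95% of matched sets began at 0% for ATP synthase and heat shock protein genes, so no share of theirs could lie below it. For ribosomal protein, ATP synthase and heat shock protein genes the share was not distinguishable from that of all genes even without the match on length (adjusted permutation p of 0.339, 1 and 1). Whether gene length lowers these shares therefore cannot be told apart from chance in families of 92, 15 and 19 genes. These comparisons use all annotated genes, transcribed or not. Among transcribed genes, Supplementary files 1 and 2 hold 420 genes with and 537 without a peak. For these families the counts are 4 and 75, 2 and 9, and 0 and 8. Among transcribed genes the families thus had a peak less often than the lists as a whole. No test or match on length was run for that contrast. Long non-coding RNA genes lay below all genes without the match (adjusted permutation p = 0.0008) and above their matched sets, so short gene length may account for their low share. For long non-coding RNA genes, genes missing from the annotation behind the gene lists were also weighed. By overlap with annotated genes extended by 1 kb, 7.60% had a peak, close to the 7.44% from the gene lists, which argues against that explanation.

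Genes of the beat, side and dpr families have a peak more often than all genes taken together. Matched on length, the smallest adjusted permutation p among them was 0.348, so the length of these genes may account for the excess. Matched on length, DIP genes went the other way, with a peak in 1 of 11 genes where matched sets gave 41.3% (permutation p = 0.040, adjusted p = 0.159). Without the match 9.71% were expected for DIP genes, close to the 9.09% found. The other DIP gene with a listed peak was DIP-γ, at 2.34, 2.4 and 2.31, below the threshold of 2.5 in all 3 replicates.

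Peaks reached long genes more often than short ones. In replicate 1, 33.5% of the longest 20% of genes had a peak above 2.5, against 28.9% on average after random placement (one-sided permutation p = 0.001, the smallest that 1000 placements can give). From the shortest genes upward, the other 4 groups of 20% had a peak in 5.82%, 5.63%, 5.71% and 10.5% of genes, against 6.25%, 7.20%, 8.35% and 10.6% after random placement. The middle 95% of the placements ran from 6.25% to 8.20% in the group with 5.63% and from 7.38% to 9.44% in the group with 5.71%, so both lay below it. Called peaks thus rose more steeply with gene length than random placement, which argues against chance overlap with a longer gene as the whole explanation. Where open chromatin and GATC sites lie was not tested and stays open.

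The 9 genes shown in Figure 5D were all reached in 0% of the placements. Whether gene length accounts for their peaks cannot be told apart from other explanations by this number, because the paper shows these genes as examples of genes with peaks.

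Genes with a peak and low expression in L4 are listed in Supplementary file 3, with a median of 0.640 at 48 hr APF in the paper's values, against 4.36 in Supplementary file 1. A peak shared with a neighbouring transcribed gene was weighed as an explanation. Of 554 such genes, 289 (52.2%) had a replicate 1 peak within 1 kb of no other annotated gene. This argues against sharing within 1 kb for these genes. The paper names regulatory regions beyond 1 kb of a gene as possible. Such a peak may therefore still belong to a more distant transcribed gene, which was not tested. For the other genes, sharing within 1 kb stays open as well. Every peak lay near a gene of Supplementary file 1 for 9.03% of the 554 genes and near another protein-coding gene for 42.8%. For genes of Supplementary file 1, every peak lay near a gene of Supplementary file 3 for 8.61%. Every peak lay near another protein-coding gene for 27.3% of the Supplementary file 1 genes, and 67.5% had a peak near no other gene. By these shares, genes of Supplementary file 3 had a peak of their own less often, which goes with sharing for part of the set. Among genes without a peak of their own, a shared peak and binding for the gene itself cannot be told apart. A peak within 1 kb of several genes does not show which of them it belongs to. The 9.03% also leaves out neighbours in Supplementary file 2, where 33 genes have a replicate 1 peak under an older symbol.

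The peak of bsh in replicate 1 lies inside the gene on chromosome 2L from 19766441 to 19767825. Reads from the Bsh:Dam transgene were weighed as its source. Of the genes in the replicate 1 list, 77.5% score as high as bsh or higher, and in replicates 2 and 3 bsh has no peak. What score such reads would give is unknown without the reads, so the transgene and binding at bsh cannot be told apart here.

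No mitochondrial gene has a peak, and 0 peaks lie on the mitochondrial genome in the 3 lists. Mitochondrial DNA left out of the peak calls and a lack of binding cannot be told apart, because the lists do not say which sequences were searched.

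The EcR gene had peaks in all 3 replicates, with highest scores of 3.76, 4.06 and 4.30 on chromosome 2R from a start at 6111066. Random placement gave EcR a peak in 78.4% of placements. The paper's claim about EcR concerns its motif in DIP-β, which was not analysed here.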
